# COL6A6 Peptide Vaccine Alleviates Atherosclerosis through Inducing Immune Response and Regulating Lipid Metabolism in *Apoe^−/−^* Mice

**DOI:** 10.3390/cells13181589

**Published:** 2024-09-21

**Authors:** Dongmei Tang, Yan Liu, Rui Duan, Run Lin, Zhonghao Li, Xianyan Liu, Jingrong Huang, Ming Zhao

**Keywords:** Pep_A6 vaccine, atherosclerosis, antigen-specific antibody, Th/Treg cell, lipid metabolism

## Abstract

Atherosclerosis is an autoimmune disease characterized by lipid imbalances and chronic inflammation within blood vessels, with limited preventive and treatment options currently available. In this study, a vaccine prepared with COL6A6 peptide (named the Pep_A6 vaccine) was administered to immunize *Apoe^−/−^* mice, and the immune mechanism of the Pep_A6 vaccine against atherosclerosis was first investigated. The results of arterial oil red O staining demonstrated that the Pep_A6 vaccine significantly reduced the atherosclerotic plaque area in *Apoe^−/−^* mice fed with a high-fat diet for 20 weeks. A flow cytometry analysis revealed that the Pep_A6 vaccine inhibited Th1 cell differentiation and increased the proportion of Treg cells. Furthermore, there was a significant increase in Ly6C^low^ monocytes observed in the vaccinated group. The ELISA results showed that the Pep_A6 vaccine induced a significant expression of Pep_A6-specific antibody IgG and IgG1 in mouse serum. Additionally, we found that the Pep_A6 vaccine significantly decreased serum LDL-C content and regulated the expression of genes related to liver lipid metabolism. Together, our findings suggest that the Pep_A6 vaccine alleviates atherosclerosis by inducing a positive immune response and regulating lipid metabolism, providing new insights into potential prevention strategies for atherosclerosis as an innovative vaccine.

## 1. Introduction

The pathogenesis of atherosclerosis is a multifaceted process influenced by the interplay of hyperlipidemia, chronic inflammation, and other intricate factors. Prolonged high-fat diet (HFD) consumption has been linked to severe health complications affecting various human organs and tissues [1]. This dietary pattern often leads to hyperlipidemia, characterized by aberrant blood lipid profiles, including elevated total cholesterol (CHO), triglycerides (TG), and low-density lipoprotein cholesterol (LDL-C), along with reduced levels of high-density lipoprotein cholesterol (HDL-C) [2]. Hyperlipidemia promotes the accumulation of plasma-derived lipoproteins at the endothelial injury site of arterial wall endothelium, subsequently contributing to atherosclerosis, coronary heart disease, diabetes, and other diseases [3].

Atherosclerosis is frequently the underlying cause of cardiovascular events, representing a chronic inflammatory disorder [4]. The current evidence suggests that both adaptive and innate immunity mechanisms play pivotal roles in driving chronic inflammation within atherosclerotic lesions [5], and the differentiation of several T cell types and monocytes significantly impacts the progression of this disease. T cells have been documented in all stages of atherosclerosis and can either activate or suppress immune responses, assisting B cells in antibody production. Notably, Th1 IFN-γ-secreting cells, predominantly present in atherosclerotic lesions, contribute to plaque growth and instability. In contrast, Th2 cells that express IL-5 and IL-13 are considered to have a protective effect against atherosclerosis. Treg cells produce anti-inflammatory cytokines such as IL-10, promote macrophage exocytosis, and show a negative correlation with the development of atherosclerosis [6]. Monocytes, typically identified as CD11b^+^ CD115^+^ cells, are primarily found in bone marrow, blood, and various body tissues [7,8]. Based on differences in surface marker expression and functional characteristics, monocytes can be categorized as “classical” (Ly6C^high^) and “non-classical” (Ly6C^low^) monocytes [9]. “Classical” (Ly6C^high^) monocytes are often characterized as pro-inflammatory due to their role in generating inflammatory M1 macrophages and dendritic cells in various infection and non-infection scenarios. Conversely, “non-classical” monocytes (Ly6C^low^) are considered anti-inflammatory and have demonstrated atheroprotective effects in mouse models of atherosclerosis [10]. Various studies support the idea that Ly6C^high^ monocytes can be converted into Ly6C^low^ monocytes in the blood [11]. However, it remains unclear whether Ly6C^low^ monocytes play a role in clearing lipids, dead or dying cells, and immune complexes from the vascular endothelium [12]. 

The current therapeutic approach for atherosclerosis primarily encompasses lifestyle modifications and pharmacological interventions. Existing research indicates that weight reduction, dietary adjustments, increased physical activity, and the limitation of smoking and alcohol intake can significantly ameliorate dyslipidemia and mitigate the risk of atherosclerotic cardiovascular disease (CVD) [13,14]. In the realm of pharmacotherapy, statins remain the first-line agents for managing lipid metabolism disorders [15]; however, they are not without limitations. These include suboptimal patient adherence, intolerance manifested as muscle pain and other adverse effects, as well as potential drug interactions—particularly with macrolides—that may elevate plasma concentrations and toxicity [16,17,18]. Non-statin alternatives such as ezetimibe and novel proprotein convertase subtilisin/kexin type 9 (PCSK9) inhibitors [19] can partially mitigate these issues. However, lipid-lowering therapy offers only modest reductions in cardiovascular risk, with many patients still experiencing cardiovascular events. Surgical interventions like percutaneous coronary intervention, endarterectomy, or surgical bypass grafting carry inherent risks of stent restenosis or lumen thrombosis [20,21]. Despite mounting evidence suggesting that vascular inflammatory responses may contribute to the residual risk of atherosclerotic disease, there is currently a lack of clinical therapies directly targeting the inflammatory response within atherosclerotic lesions [22]. 

Peptide vaccines have recently emerged as a compelling and promising strategy for addressing atherosclerosis, offering advantages such as antigen specificity, preservation of the host’s immune defenses, and provision of long-term protection. Current atherosclerosis vaccines, whether aimed at stimulating antibody production or regulatory T cell responses, primarily target LDL-related factors in order to reduce plasma/serum cholesterol levels [23,24,25]. For example, vaccine-induced antibodies targeting PCSK9 (AT04A) have demonstrated efficacy in attenuating atherosclerosis in animal models [26] and exhibited significant LDL-lowering effects in a phase I clinical trial (NCT 02508896) [27]. Additionally, a series of peptides derived from the autoantigen ApoB 100, such as p18, p210, and p45, have been found to activate Treg cells and alleviate atherosclerosis in *Apoe^−/−^* or human ApoB 100 transgenic mice [28,29,30,31]. Numerous studies have also demonstrated the crucial protective role of arteriosclerosis-related immunity, yet the specific antigen responsible for eliciting this immune response remains unidentified. For instance, immune responses targeting low-density lipoprotein components, among other potential disease-related immune responses, may collaborate with a multitude of other immune responses to activate endogenous or microbial antigens that confer protection against arteriosclerosis in Treg populations [25]. These findings emphasize the necessity to explore innovative treatment strategies for atherosclerotic disease.

In a previous study, we utilized phage display library techniques and bioinformatics analysis to identify COL6A6 as a novel protective antigen associated with atherosclerosis from the serum of patients with the condition [32]. However, the specific immune mechanism by which the COL6A6 peptide vaccine provides protection against atherosclerosis remains unclear. In this study, we redesigned the COL6A6 peptide vaccine as the Pep_A6 vaccine. This vaccine consists of the COL6A6 peptide-KLH (keyhole limpet hemocyanin) conjugate and aluminum hydroxide adjuvant. Our aim was to assess the effectiveness of the Pep_A6 vaccine with emphasis on immune responses and lipid metabolism.

## 2. Materials and Methods

### 2.1. Peptide Preparation

The COL6A6 peptide (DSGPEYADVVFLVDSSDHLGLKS) was synthesized by ChinaPeptides (Suzhou, China) and conjugated with KLH at a ratio of 1:3 (*w*:*w*). The homology of this peptide with mice reached up to 91.3%.

### 2.2. Animal Vaccination

Six-week-old male *Apoe^−/−^* mice (purchased from the GemPharmatech, Nanjing, China) were utilized for vaccination. The mice were intraperitoneally injected with the Pep_A6 vaccine (60 µg/120 µL per injection) at 6 and 9 weeks of age, following the protocol established by Gunilla Nordin Fredrikson et al. [33]. Equal amounts of KLH protein and alum mixture (KLH + Alum) or phosphate buffer (PBS) were intraperitoneally administered at 6 and 9 weeks of age as negative controls for the vaccine. Two weeks after the second booster immunization, all groups were subjected to a high-fat diet (approximately 4700 kcal/kg, 17% of calories from protein, 43% from carbohydrates, and 41% from fat) for a duration of 20 weeks. The Chow group of *Apoe^−/−^* mice was continuously fed a normal diet throughout the study period. All mice were sacrificed at 30 weeks for subsequent analyses.

The animals were provided with ad libitum access to water and food, and were housed in conditions with a 12 h light/12 h dark cycle. The study design was approved by the Ethics Board of Southern Medical University.

### 2.3. Staining of the Aorta

Upon termination, all mice were humanely euthanized by exsanguination. The aortas were then perfused with PBS followed by 4% paraformaldehyde solution (a general-purpose tissue fixative, Biosharp, Hefei, China). Subsequently, the aortic arch was carefully isolated from surrounding connective tissues and mounted on a slide for Oil Red O staining (Sigma, St. Louis, Germany). A quantitative analysis of atherosclerotic plaques was conducted using a computer-aided microscopy system equipped with the Image Pro Plus 6.0 software package (Zeiss, Oberkochen, Germany) [34]. 

### 2.4. Detection of Serum IgG and IgG1

The serum samples were collected and left at room temperature for 4 h, followed by centrifugation at 3000 rpm for 15 min to separate the serum from blood cells. The total IgG level was quantified using an ELISA detection kit (Elabscience, Wuhan, China) according to the manufacturer’s instructions. The levels of Pep_A6-specific antibodies were determined by coating 96-well ELISA plates (Costar, Corning, NY, USA) with Pep_A6 (2 µg/mL) diluted in a NaHCO_3_/Na_2_CO_3_ buffer (pH 9.0) (Solarbio, Beijing, China). Bovine serum albumin (BSA, Genview, Beijing, China) at a concentration of 2 µg/mL was coated as a negative control. To further characterize the IgG subtypes of antibodies against Pep_A6, HRP-conjugated goat anti-mouse IgG (Multisciences, GAM007) and IgG1 (Invitrogen, A10551) detection antibodies were employed sequentially, followed by TMB substrate and stop solutions. The optical density at 450 nm (OD 450) was measured using a microplate reader (Varioskan Flash, Thermo Fisher, Waltham, MA, USA). The standard curve was generated using the ELISACalc software V1.0 package (Boster, Wuhan, China), and concentration conversions were performed.

### 2.5. Cell Isolation, Cell Staining, and Flow Cytometry

Mouse spleens were aseptically processed to obtain single-cell suspensions in the designated cell culture medium. For Th cell polarization assessment, a portion of spleen cells was seeded at a density of 1–2 × 10^6^ cells/mL/dish and stimulated with 2 µL of Cell Activation Cocktail (with Brefeldin A) (BioLegend, San Diego, CA, USA) per milliliter of cell suspension for 6 h at 37 °C. The cells were then collected and stained with CD4-FITC, IFN-γ-BV421, and IL-4-PE/Cy7 according to the manufacturer’s instructions. Treg cells were detected by staining another portion of spleen cells with CD4-FITC, CD25-APC, and FOXP3-PE. Peripheral blood mononuclear cells were stained with CD11b-PE, CD115-APC, and Ly6C-Brilliant Violet 421™ to evaluate the Ly6C^high^ and Ly6C^low^ monocyte populations. Following two washes with cell staining buffer, all cell samples underwent a flow cytometry analysis (BD Fortessa II, FACSVerse or Canto II), with data analyzed using the FlowJo V10 software package (Stanford, Palo Alto, CA, USA). Details of all antibodies are provided in Table S2.

### 2.6. Four Blood Lipid Tests

Serum samples were collected and subsequently centrifuged at 3000 rpm for 15 min at room temperature to separate serum from blood cells. The levels of serum TG, CHO, HDL-C, and LDL-C were quantified using the Jiancheng Bioengineering Institute kit according to the manufacturer’s instructions. 

### 2.7. Histological Analysis

The murine hearts were embedded in OCT compound (Sakura, Tokyo, Japan), and cryosections (10 µm, Thermo, Waltham, MA, USA) of the aortic root containing the three aortic valves were prepared. Cryosections were stained with Oil Red O (Biossci, Wuhan, China) to evaluate plaque size and Masson’s trichrome (Biossci, Wuhan, China) to assess collagen and fibroblast content. Similarly, the liver was embedded in OCT compound, and cryosections were stained with Oil Red O. Histological quantification was conducted using an Olympus upright microscope and a Hamamatsu Imaging System (Olympus, Tokyo, Japan), with data analyzed using NDP.view 2.9.22 RUO software (Hamamatsu Photonics, Hamamatsu, Japan).

### 2.8. RNA-Seq of Mouse Liver

Total RNA (1 µg) from mouse liver tissues was utilized for the preparation of sequencing libraries using the NEB-Next^®^ UltraTM RNA Library Prep Kit for Illumina^®^ (NEB, Belverley, MA, USA). RNA integrity was assessed using the RNA Nano 6000 Assay Kit of the Bioanalyzer 2100 system (Agilent Technologies, Palo Alto, CA, USA). Index-coded samples were clustered on a cBot Cluster Generation System with TruSeq PE Cluster Kit v3-cBot-HS prior to sequencing on an Illumina Novaseq platform. DESeq2 (1.16.1) in R package was employed for conducting differential expression analysis of two conditions/groups, each with two biological replicates per condition. Genes exhibiting an adjusted *p*-value < 0.05 were identified as differentially expressed. Furthermore, a Gene Ontology (GO) enrichment analysis of differentially expressed genes (DEGs) was performed using the R package clusterProfiler, and GO terms with corrected *p*-values below 0.05 were considered significantly enriched. Additionally, the R package clusterProfiler was used to assess the enrichment of DEGs in Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways. The data generated from this study have been deposited in the Gene Expression Omnibus (GEO) database under reference number GSE245813.

### 2.9. RNA Isolation, cDNA Synthesis, and Quantitative Polymerase Chain Reaction (qPCR)

The RNA was isolated using RNAiso Plus (Takara, Osaka City, Japan) following the manufacturer’s instructions. Subsequently, a cDNA synthesis was carried out with HiScript^®^ III RT SuperMix for qPCR (+gDNA wiper) (Vazyme, Nanjing, China). The qPCR analysis was conducted using specific primers listed in Table S3 and ChamQ SYBR qPCR Master Mix (Low ROX Premixed) (Vazyme, Nanjing, China) on a Quant Studio5 Real-Time PCR System. Relative gene expression levels were calculated by comparison with the endogenous control gene Gapdh.

### 2.10. Statistical Analysis

GraphPad Prism 8.0 (San Diego, CA, USA) was used for data visualization, statistical analysis, and chart creation. Welch’s correction for unequal variances, one-way analysis of variance (ANOVA) followed by Tukey’s multiple comparison test, or Games Howell’s multiple comparison test were applied as appropriate. Data were presented as mean ± SEM and statistical significance was defined as a *p*-value less than 0.05.

## 3. Results

### 3.1. Pep_A6 Vaccination Significantly Reduces Plaque Area in Apoe^−/−^ Mice

Male *Apoe^−/−^* mice, aged 6 weeks, were intraperitoneally administered the Pep_A6 vaccine, (KLH + Alum) mixture, or PBS to evaluate plaque progression after a 20-week high-fat diet. The Chow group received a normal diet throughout the study. Figure 1a illustrates the experimental scheme. The plaque area in mice injected with PBS increased significantly by 53% compared to the Chow group. In contrast, the Pep_A6 vaccine group exhibited a significant 50% reduction in plaque area compared to the PBS group and the (KLH + Alum) group. There was no significant difference in plaque area between the (KLH + Alum) and PBS groups (Figure 1b,c). Figure 1d presents Oil Red O and Masson trichrome staining of the aortic root in each group. The Oil Red O staining of the aortic root revealed a significant increase in plaque area in the PBS group compared to the Chow group, while the Pep_A6 vaccine group exhibited a significant reduction in plaque area induced by the high-fat diet (Figure 1e). Masson trichrome staining showed no significant differences in collagen content within aortic root plaques across all groups, suggesting that the Pep_A6 vaccine did not impact plaque stability (Figure 1f).

### 3.2. Pep_A6 Vaccination Affects the Serum Level of IgG Antibodies and Produces Specific Antibodies

After completion of the study, the total serum IgG levels were evaluated. Remarkably, the Chow group, which was fed a normal diet, demonstrated significantly elevated levels of IgG antibody compared to the other groups. As illustrated in Figure 2a, the serum IgG levels in the Pep_A6 vaccine group showed a significant increase compared to HFD mice injected with PBS or the (KLH + Alum) mixture. To assess whether antibodies produced by Pep_A6 vaccination specifically recognized Pep_A6, Pep_A6 was immobilized on a 96-well plate. In comparison to all other groups, serum levels of Pep_A6-specific IgG and IgG1 were significantly elevated (Figure 2b,c), suggesting that the immune response induced by the vaccine is skewed towards a Th2 cell profile.

### 3.3. Pep_A6 Vaccination Suppresses Th1 Cell Differentiation but Increases Treg Cell Proportion

Th cells play a crucial role in assessing the immune response to the vaccine. We evaluated the differentiation of Th cells isolated from the spleens of *Apoe^−/−^* mice, using CD4, IFN-γ, and IL-4 as markers for Th1 and Th2 cells (Figure 3a). Flow cytometry analysis of single-cell suspensions from the mice spleens revealed a significant decrease in Th1 cells (CD4^+^IFN-γ^+^) in the Pep_A6 vaccine group compared to both the PBS group and the (KLH + Alum) group (Figure 3b). However, there was no significant difference in Th2 cell population among these groups (Figure 3c). Additionally, we employed CD4, CD25, and FOXP3 as markers to determine the proportion of Treg cells derived from spleens (Figure 3d). Our findings indicated a notable increase in Treg cells in the Pep_A6 vaccine group compared to the PBS group (Figure 3e). 

### 3.4. Pep_A6 Vaccination Promotes Differentiation of Anti-Inflammatory Ly6C^low^ Monocytes

The progression of atherosclerotic plaque is closely associated with the pro-inflammatory or anti-inflammatory effects of monocytes; thus, we investigated the impact of the Pep_A6 vaccine on monocyte differentiation in mice. The murine-circulating monocytes comprise two major subsets: Ly6C^high^(pro-inflammatory) and Ly6C^low^(anti-inflammatory) cells. Our findings revealed that the Pep_A6 vaccine significantly promoted the differentiation of Ly6C^low^ monocytes (CD11b^+^CD115^+^Ly6C^−^) while reducing the abundance of Ly6C^high^ monocytes (CD11b^+^CD115^+^Ly6C^+^) in the bloodstream (Figure 4a–c). As a result, the ratio of Ly6C^high^/Ly6C^low^ in the Pep_A6 vaccine group was decreased compared to the other three groups (Figure 4d), indicating an anti-inflammatory effect of the vaccine. 

### 3.5. Pep_A6 Vaccination Significantly Decreases Serum LDL-C Concentrations and Hepatic Lipid Accumulation in Apoe^−/−^ Mice

In Figure 5a,b, the HFD mice in the PBS group exhibited elevated serum TG and CHO levels compared to the Chow mice. The Pep_A6 vaccine did not show a significant effect on the expression of serum TG and CHO. HFD induction led to a reduction in HDL-C levels in the PBS group, which was restored by the Pep_A6 vaccine (Figure 5c). Importantly, serum LDL-C levels were markedly reduced in mice immunized with the Pep_A6 vaccine compared to HFD mice injected with PBS or the (KLH + Alum) mixture (Figure 5d). Lipid metabolism is associated with liver function. Therefore, we conducted a histopathological analysis of mouse livers in each group and stained them with Oil Red O to observe the status of liver lipids status. Oil Red O staining revealed that lipid droplet accumulation in the livers of HFD mice injected with PBS or the (KLH + Alum) mixture was significantly increased compared to Chow mice. In contrast, the livers of mice immunized with the Pep_A6 vaccine exhibited significantly less lipid accumulation than those of HFD mice (Figure 5e).

### 3.6. Pep_A6 Vaccination Partly Restores the Expression of Lipid Metabolism-Related Genes Influenced by a High-Fat Diet

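Liver RNA from 13 male *Apoe-/-* mice was analysed here: 5 Chow mice on a normal diet, 5 PBS mice on a high-fat diet for 20 weeks, and 3 Pep_A6 mice given the vaccine and the same diet. Each library is 1 mouse. The livers given KLH and alum without the peptide were not analysed here. The methods of the paper give 2 biological replicates per condition, while the labels give the numbers above.

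The authors prepared paired-end libraries, and their processing notes name HISAT2, featureCounts and the mouse genome mm10. The values used are their FPKM, 1 per gene and library. Multiplied by gene length, they came in whole steps in 100% of the values of each library (tolerance 0.1 of a step), so the reads assigned to genes could be recovered. These were 16741576 to 17414006 per library in Chow (median 17176638), 16175561 to 18227844 in PBS (median 17094318) and 12429932 to 15711772 in Pep_A6 (median 15288173). Genes with at least 1 read numbered 18442 to 19321 in Chow, 18697 to 19515 in PBS and 20818 to 20846 in Pep_A6 mice. The third Pep_A6 library stood apart, with 11.3% of its reads from mitochondrially encoded genes and a mean Spearman correlation across genes of 0.914 with the other libraries of its group, against 0.940 to 0.972 in the Chow and PBS libraries.

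Genes with an FPKM of at least 0.5 in at least 3 libraries were tested, 14039 of 54532. Groups were compared on log2(FPKM + 0.5) with limma, and p was adjusted over all tested genes by the Benjamini-Hochberg method. A gene was counted as differing at an adjusted p under 0.05 and an absolute log2 fold change above 1, and a named gene or a member of a gene list at the adjusted p alone. The settings and 45 gene lists were chosen before the data were examined. Lists were compared with all other genes by camera, with a preset correlation between genes of 0.01 and again with the correlation estimated per list. With the estimated correlation, 0 lists passed in any comparison, while 21, 18 and 5 of 43 lists passed with the preset one in PBS against Chow, Pep_A6 against PBS and Pep_A6 against Chow livers, and 21, 21 and 5 by fry, which does not compare a list with other genes.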

To investigate the molecular mechanisms underlying the effects of the Pep_A6 vaccine on the liver, RNA sequencing was conducted with 3–5 replicates per group. 

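In PBS against Chow livers, most tested genes of fatty acid oxidation rose, and most of cholesterol synthesis, of neutrophils and of the acute phase fell (5 mice per group), although no list passed with an estimated correlation. *Acot1*, *Acot2* and *Acot3*, which release fatty acids from coenzyme A, rose by 3.33 ± 0.60, 2.81 ± 0.55 and 3.45 ± 0.59 on the log2 scale (± SE, limma adjusted p = 0.0043, 0.0063 and 0.0034). *Cidec*, a protein of large lipid droplets, rose by 3.29 ± 0.47 (adjusted p = 0.0015), and *Plin4*, another droplet protein, by 2.89 ± 0.28 (adjusted p = 0.00025). *Fgf21*, a liver hormone of the fasting response, rose by 3.04 ± 0.37 (adjusted p = 0.00073). *Elovl3*, which elongates fatty acids, had a mean FPKM of 30.2 ± 21.5 (SD) in Chow and 365 ± 83.2 in PBS livers. *Elovl3* and the genes before it are among the 10 largest rises of protein-coding genes with no overlap between the groups' libraries and a mean FPKM of at least 1 in PBS livers, predicted genes left out. The others of these 10 are *Cfd*, the complement factor made mainly in fat tissue, *Hspa1b*, a heat shock protein, and the transcription factor *Pitx3*, with log2 fold changes of 6.13, 3.92 and 3.79 (adjusted p = 0.00051, 0.0026 and 9.4e-05). *Pitx3* lies beside *Elovl3* on chromosome 19, on the other strand. Both had their lowest FPKM in Chow libraries 4 and 5 (0.035 and 0.035 for *Pitx3*, 5.31 and 8.90 for *Elovl3*). Whether reads of *Elovl3* were counted for *Pitx3* was not examined.

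Of 41 tested genes of fatty acid oxidation, 32 rose and none fell (34 and 1 adjusted over the list alone, camera adjusted p = 9.7e-12 and adjusted p = 0.372 with an estimated correlation, as for the other lists here unless another value is given). Of 33 genes of triglyceride synthesis and lipid droplets, 15 rose and 4 fell (17 and 4 adjusted over the list alone, camera adjusted p = 0.0014 and adjusted p = 0.416 with an estimated correlation). The first list holds *Acsl1* and the second *Fitm2*, *Gk* and *Plin2*, which the study selected from these libraries, so neither list is fully independent evidence of its direction. Of 25 genes of cholesterol synthesis, 24 fell and none rose (25 and 0 adjusted over the list alone, camera adjusted p = 6.7e-23). Among them *Sqle*, squalene epoxidase, went from an FPKM of 30.1 ± 7.42 to 1.48 ± 0.66 (log2 fold change −3.99 ± 0.25, adjusted p = 3.4e-05). Of 24 genes of fatty acid synthesis and desaturation, 2 rose and 10 fell (4 and 15 adjusted over the list alone, camera adjusted p = 0.0010).

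Of 10 neutrophil markers, 8 fell and none rose (10 and 0 adjusted over the list alone, camera adjusted p = 8.7e-07). *S100a8* and *S100a9*, calcium-binding proteins of neutrophils, fell by 4.41 ± 0.50 and 4.14 ± 0.53 on the log2 scale (adjusted p = 0.00054 and 0.00084). *Ighg1* and *Igkc*, antibody chains of plasma cells, had log2 fold changes of −4.48 ± 0.74 and −3.31 ± 0.52 (adjusted p = 0.0028 and 0.0022). In their list of 12 B and plasma cell markers, 8 fell (8 adjusted over the list alone, camera adjusted p = 4.4e-05). Of 29 acute phase genes, 17 fell and 1 rose (21 and 1 adjusted over the list alone, camera adjusted p = 7.3e-09). *Orm2*, an acute phase plasma protein, had a log2 fold change of −4.36 ± 0.53, and *Mt2*, a metallothionein induced in the same response, one of −4.52 ± 0.52 (adjusted p = 0.00072 and 0.00054).

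In all, 328 genes were higher and 358 lower in PBS than in Chow livers, or 1877 and 1528 at the adjusted p alone. Of the 328, 166 were protein-coding, and of the 358, 234. The FPKM of 18.0% of the tested genes did not overlap between the groups, where chance gives 0.794%. With a pseudocount of 1 in place of 0.5, the number of higher genes was 203, and with 0.1 it was 551. With FPKM scaled by total reads, chosen after seeing the data, 242 genes were higher and 485 lower, so that 33.3% of the genes that differed were higher, against 47.8% here.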

Volcano plots revealed the significant up-regulation of 858 genes and down-regulation of 784 genes in HFD mice injected with PBS compared to Chow mice (Figure 6a left). In comparison, immunization with the Pep_A6 vaccine resulted in the up-regulation of 1859 genes and down-regulation of 878 genes compared to HFD mice injected with PBS (Figure 6a right). 

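Against PBS livers, most tested genes of fatty acid oxidation were lower in Pep_A6 livers, and most of cholesterol synthesis and of neutrophils higher (3 and 5 mice), although no list passed with an estimated correlation. *Cyp4a14*, a fatty acid hydroxylase, had a mean FPKM of 1614 ± 1059 (SD) in PBS and 56.0 ± 57.8 in Pep_A6 livers, and its log2 fold change was −5.26 ± 0.77 (± SE, limma adjusted p = 0.0030). The related *Cyp4a10* fell by 4.59 ± 0.46 on the log2 scale, and *Ehhadh*, an enzyme of peroxisomal oxidation, had a log2 fold change of −3.98 ± 0.58 (adjusted p = 0.0011 and 0.0030). *Retsat*, a retinol saturase, *Cyp4a31*, another hydroxylase, and *Chrna2*, a receptor subunit, fell by 3.25 ± 0.48, 2.83 ± 0.47 and 2.71 ± 0.37 (adjusted p = 0.0030, 0.0047 and 0.0025). *Cd36*, a fatty acid uptake protein, fell by 1.72 ± 0.20 (adjusted p = 0.0016).

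Of the fatty acid oxidation genes, 31 fell and none rose (35 and 0 adjusted over the list alone, camera adjusted p = 4.0e-14 and adjusted p = 0.309 with an estimated correlation). Among these, *Acad11*, a dehydrogenase of long fatty acids, fell by 1.30 ± 0.17. Of the genes of triglyceride synthesis and lipid droplets, 12 fell and 3 rose (15 and 5 adjusted over the list alone, camera adjusted p = 0.0016 and adjusted p = 0.491 with an estimated correlation). Both lists hold genes that the study selected from these libraries. *Gpat4*, which starts triglyceride synthesis, fell by 1.82 ± 0.18 (adjusted p = 0.0011), and *Hsd17b11*, found on lipid droplets, by 1.94 ± 0.24 (adjusted p = 0.0018).

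Of 25 cholesterol synthesis genes, 19 rose and none fell (20 and 0 adjusted over the list alone, camera adjusted p = 1.8e-07 and adjusted p = 0.491 with an estimated correlation). *Fdps*, which makes farnesyl diphosphate, rose from a mean FPKM of 0.17 ± 0.16 to 6.31 ± 2.82 (adjusted p = 0.0011), and *Mvd*, the mevalonate decarboxylase, by 3.15 ± 0.43 on the log2 scale (adjusted p = 0.0024). Of 10 neutrophil markers, 9 rose (10 adjusted over the list alone, camera adjusted p = 0.00049 and adjusted p = 0.491 with an estimated correlation). *S100a9* rose from an FPKM of 3.11 ± 1.23 to 181 ± 150 (adjusted p = 0.011), and *Csf3r*, the receptor for G-CSF, by 1.30 ± 0.25 on the log2 scale (adjusted p = 0.0076). In the third Pep_A6 library *S100a9* stood at an FPKM of 8.88 and *Sqle* at 4.43, against 278.7 and 25.7 in the first and 255.5 and 30.7 in the second, so the first and second carry most of these rises. Of 29 acute phase genes, 5 rose (5 adjusted over the list alone, camera adjusted p = 0.011 and adjusted p = 0.828 with an estimated correlation), and this call was lost without the first (0.083) or the second (0.213) Pep_A6 library. Among protein-coding genes with no overlap between the groups' libraries and a mean FPKM of at least 1, predicted genes left out, *Mup18* rose most. This gene, 1 of a family of closely similar urinary protein genes, went from an FPKM of 4.60 ± 5.21 to 606 ± 261 (adjusted p = 0.0011).

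There were 1023 higher and 415 lower genes, 71.1% of them higher (2126 and 1798 genes at the adjusted p alone). Protein-coding genes made up 557 of the 1023 and 365 of the 415. Without the third Pep_A6 library, 871 genes were higher and 432 lower. The FPKM of 35.2% of the tested genes did not overlap between the groups, where chance gives 3.57%. After a correction of each library for GC content and transcript length, chosen after seeing the data, 659 genes were higher, 55.5% of the total.

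**Figure D1:**
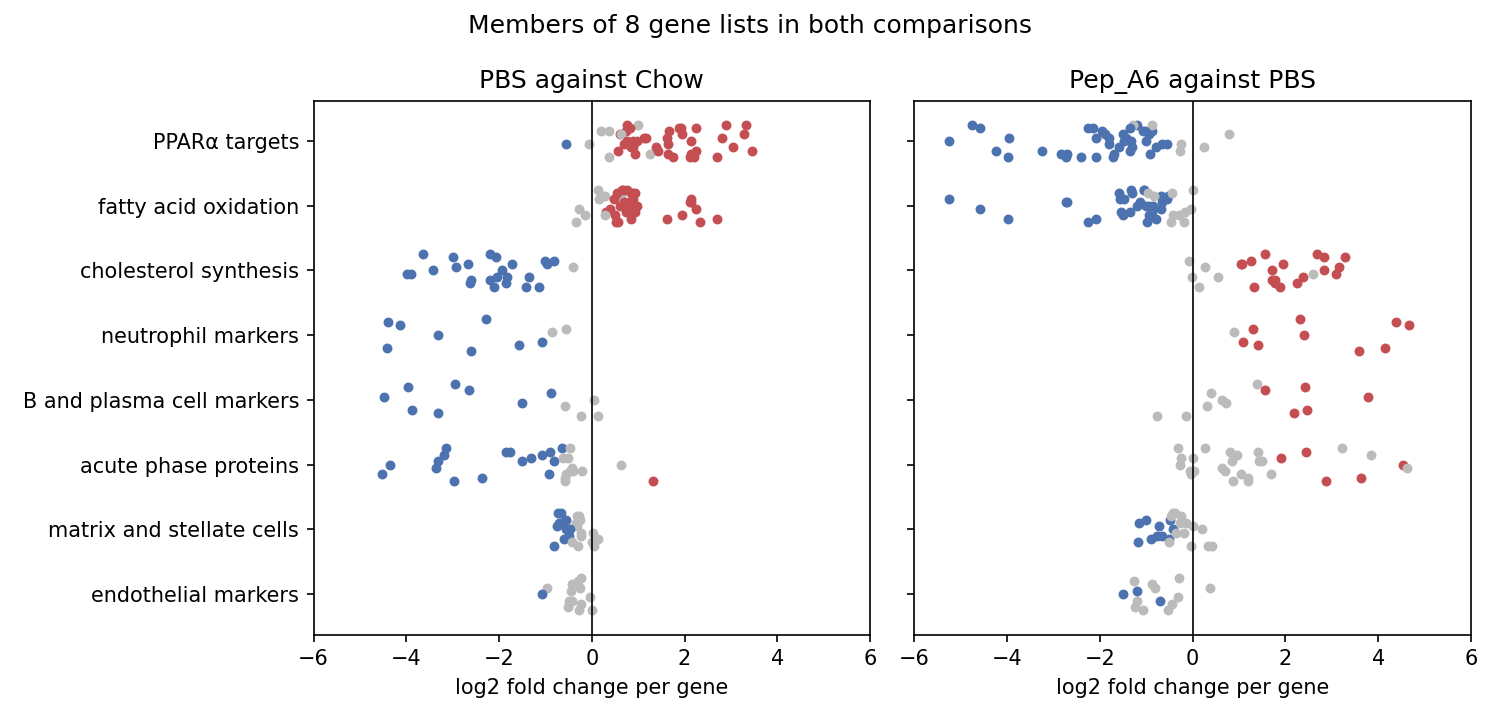
Log2 fold change of each tested gene in 8 gene lists, PBS against Chow and Pep_A6 against PBS livers. Red and blue mark genes that were higher or lower at a limma adjusted p under 0.05, and grey the others.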

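The genes higher in PBS than in Chow livers and lower in Pep_A6 than in PBS livers numbered 77, where 9.70 would fall in both sets if these were independent. *Acot1*, *Acot2* and *Acot3* are among 10 protein-coding genes of this set with the largest changes, ranked by the smaller of the changes in the 2 comparisons and with predicted genes left out. They had log2 fold changes of −4.76 ± 0.71, −3.96 ± 0.65 and −4.24 ± 0.60 in Pep_A6 against PBS livers (± SE, 5 PBS and 3 Pep_A6 mice; limma adjusted p = 0.0032, 0.0046 and 0.0028). *Ehhadh* had a mean FPKM of 93.5 ± 43.1 (SD) in Chow, 735 ± 660 in PBS and 38.2 ± 18.1 in Pep_A6 livers, and *Cyp4a10* 247 ± 154, 1096 ± 560 and 47.0 ± 30.4. *Retsat*, *Cyp4a14*, *Cfd*, *Pitx3* and *Cyp4a12a* complete the 10. The falls of the last 3 did not pass without the first (adjusted p = 0.096, 0.148 and 0.144) or the second Pep_A6 library (adjusted p = 0.099, 0.151 and 0.151), and the rise of *Cyp4a12a* on the diet (adjusted p = 0.0403) did not pass when any 1 of 8 of the 10 Chow and PBS libraries was left out (highest adjusted p = 0.081).

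Both comparisons share the 5 PBS libraries, so chance differences in these move a gene up in one and down in the other. In 100 simulated sets no gene changed and the same libraries were shared. The Pearson correlation of the fold changes of the comparisons across genes had a mean of −0.40 there, against −0.33 here. With shared libraries, the correlation by itself thus shows no opposite course of diet and vaccine. The covariance was −0.128 here and −0.0218 on average in the simulated sets. When the PBS libraries were divided between the comparisons in each of 20 ways, so that none was shared, 12 to 55 genes (median 26.5) were in both, 2.63 to 8.48 times the number expected for independent sets. The number was 45 and 41 without the first and the second Pep_A6 library, and 105 without the third. With the PBS libraries divided in the 20 ways, the correlation was −0.333 to −0.129 (median −0.234), where no shared library could make it negative.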

The Venn plot identified 129 overlapping DEGs between those up-regulated in HFD mice injected with PBS relative to Chow mice and those down-regulated in mice immunized with the Pep_A6 vaccine relative to HFD mice injected with PBS (Figure 6b). The results suggest that the Pep_A6 vaccine can suppress the upregulation of 129 genes in the liver of mice following a high-fat diet. 

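Of the 328 genes higher in PBS than in Chow livers, 81 were lower in Pep_A6 than in PBS livers at the adjusted p alone, 35 were higher, and 212 did not pass in either direction (limma, 5 Chow, 5 PBS and 3 Pep_A6 mice). *Fgf21* and *Plin4* stayed above their Chow levels in Pep_A6 livers, by 3.27 ± 0.63 and 2.01 ± 0.65 on the log2 scale (± SE and adjusted p = 0.0046 and 0.038). The third Pep_A6 library is far above the others in both, with an FPKM of 30.0 for *Fgf21* and 21.4 for *Plin4*, and without it the values were 2.32 ± 0.31 and 1.02 ± 0.33 (adjusted p = 0.0018 and 0.0445). *Plin4* did not pass without Chow library 1, 2, 3 or 5 (highest adjusted p = 0.0754). *Hsd17b11* had a mean FPKM of 33.1 ± 5.46 (SD) in Chow, 124 ± 28.6 in PBS and 32.1 ± 9.95 in Pep_A6 livers. Of the 77 genes that rose and then fell, 64 did not pass at the adjusted p alone between Pep_A6 and Chow livers, 10 were lower in Pep_A6 and 3 higher. Those lower include *Cyp4a14* and *Cyp4a10*, with log2 fold changes of −3.13 ± 0.76 and −2.35 ± 0.55 (adjusted p = 0.012 and 0.010).

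The opposite course was taken by 149 genes, lower in PBS than in Chow and higher in Pep_A6 than in PBS livers, where 26.1 would fall in both sets if these were independent. The number was 92 and 89 without the first and the second Pep_A6 library, 195 without the third, 78 with the replicate number as a block and 81 with no filter. With the PBS libraries divided between the comparisons in 20 ways, so that none was shared, it was 14 to 77 (median 38). The 149 genes hold 18 of the 25 cholesterol synthesis genes (one-sided Fisher's exact test, p = 4.6e-31), 8 of the 10 neutrophil markers (p = 5.9e-15) and 5 of the 12 B and plasma cell markers (p = 9.4e-08). Fisher's test takes genes as independent, and none of these lists passed camera in either comparison with an estimated correlation. *Nsdhl*, an enzyme of cholesterol synthesis, had a mean FPKM of 29.7 ± 5.28, 3.40 ± 1.27 and 31.1 ± 20.3 in Chow, PBS and Pep_A6 livers. A further 30 genes were higher in both comparisons and 4 lower in both.

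Between Pep_A6 and Chow livers, 1306 genes were higher and 416 lower in Pep_A6, or 3060 and 2646 at the adjusted p alone. Of the 1306, 553 were protein-coding, and of the 416, 341. The share of higher genes was 75.8%, against 61.4% with quantile normalization and 62.9% after the correction for GC content and length, and 625 of the 1306 genes are among the 2808 shortest. From the genes that rose on the diet and fell with the vaccine (Figure 6b), the paper proposes that the vaccine can hold down the rise of these genes on a high-fat diet.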

To achieve a more comprehensive understanding of the 129 overlapping genes, we performed a GO functional enrichment analysis. The GO database provides a comprehensive collection of gene functions, encompassing three primary categories: biological processes, cellular components, and molecular functions. Based on the results of functional enrichment analysis, we identified the 30 most significant terms for generating bubble plots, as illustrated in Figure 6c. 

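Of 41 genes of fatty acid oxidation, 8 were among the 77 genes that rose on the high-fat diet and fell with the vaccine, where 0.225 would be found by chance (odds ratio 48.9, one-sided Fisher's exact test against all tested genes, p = 4.7e-11, adjusted over 43 lists p = 6.7e-10). These 8 are *Acaa1b* and *Ehhadh*, of peroxisomal oxidation, *Acsl1*, which activates fatty acids, *Crat*, which moves acyl groups onto carnitine, the hydroxylases *Cyp4a10*, *Cyp4a12a* and *Cyp4a14*, and *Pex11a*, of peroxisome division. *Pex11a* had a mean FPKM of 16.7 ± 3.12 (SD) in 5 Chow, 69.2 ± 27.3 in 5 PBS and 26.0 ± 18.3 in 3 Pep_A6 livers (limma adjusted p for Pep_A6 against PBS = 0.0327, but 0.110 and 0.114 without the first or the second Pep_A6 library). Of 12 acyl-CoA thioesterases, 4 were among the 77 genes, *Acot1* to *Acot4* (odds ratio 94.9, adjusted p = 3.4e-06). The genes of triglyceride synthesis and lipid droplets numbered 7 (odds ratio 53.4, adjusted p = 4.6e-09), among them *Gpat4*, *Hsd17b11* and *Plin5*. The lists were written here from general knowledge, are not GO terms, and hold *Acsl1*, *Acot4*, *Fitm2*, *Gk* or *Plin2*, which the study selected from these libraries. Several genes belong to more than 1 list, so the tests are not independent of each other. Fisher's test also takes the genes of a list as independent, while they can vary together across livers, so its p is likely too small.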

Notably, among the 129 overlapping genes downregulated by the Pep_A6 vaccine, there was a particularly pronounced enrichment of the fatty acid metabolism process. Subsequently, we performed a KEGG pathway enrichment analysis. The KEGG is a comprehensive database that integrates genetic, chemical, and system functional information. The significance threshold for KEGG functional enrichment is padj < 0.05. 

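Of 63 tested genes of the PPAR signaling pathway, 13 were among the 77 genes that rose on the diet and fell with the vaccine, where 0.346 would be found by chance (odds ratio 56.3, one-sided Fisher's exact test, p = 1.2e-17). They are *Acaa1b*, *Acsl1*, *Angptl4*, *Cyp4a10*, *Cyp4a12a*, *Cyp4a14*, *Cyp4a32*, *Cyp8b1*, *Ehhadh*, *Gk*, *Plin2*, *Plin5* and *Slc27a1*. *Angptl4* encodes an inhibitor of lipoprotein lipase and *Cyp8b1* an enzyme of bile acid synthesis. Over the whole pathway, 27 genes rose and 3 fell in PBS against Chow livers (32 and 5 adjusted over the list alone, 5 mice per group, limma, camera adjusted p = 1.3e-05 and adjusted p = 0.372 with an estimated correlation). In Pep_A6 against PBS livers (3 and 5 mice), 3 rose and 31 fell (4 and 33 adjusted over the list alone, camera adjusted p = 1.8e-07 and adjusted p = 0.309 with an estimated correlation). The list was written here from general knowledge of the KEGG pathway, and it includes *Gk*, *Plin2*, *Acsl1* and *Slc27a1*, which the study selected from these libraries, so its direction is not independent evidence. Fisher's test takes genes as independent, while those of a pathway can vary together, so its p is likely too small.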

We identified the top 20 most significant KEGG pathways from the results of functional enrichment to generate a bubble plot in Figure 6d, which clearly demonstrated PPAR signaling pathway as the most enriched pathway. Based on the GO and KEGG analysis results, we identified the top-ranked DEGs associated with LDL-C metabolism, atherosclerosis, or liver lipid deposition and constructed a heatmap as shown in Figure 6e. 

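Each of *Fitm2*, *Gk*, *Plin2*, *Acsl1*, *Slc27a1* (FATP1) and *Acot4* was higher in all 5 PBS livers than in all 5 Chow livers, and lower in all 3 Pep_A6 livers than in all 5 PBS livers. *Fitm2* (ENSMUSG00000048486), needed for the budding of lipid droplets, had a mean FPKM of 12.8 ± 3.04 (SD) in Chow, 29.7 ± 11.2 in PBS and 7.76 ± 0.87 in Pep_A6 livers. For *Gk* (ENSMUSG00000025059), the glycerol kinase, the means were 10.6 ± 0.85, 30.8 ± 11.8 and 11.3 ± 1.61, and for *Plin2* (ENSMUSG00000028494), a coat protein of lipid droplets, 109 ± 24.9, 314 ± 190 and 114 ± 18.9. *Acsl1* (ENSMUSG00000018796), which joins fatty acids to coenzyme A, had means of 64.9 ± 19.1, 287 ± 90.3 and 47.2 ± 30.0. *Slc27a1* (ENSMUSG00000031808), a fatty acid transporter, had 1.90 ± 0.41, 7.68 ± 4.63 and 1.84 ± 0.72, and *Acot4* (ENSMUSG00000052392), a thioesterase of peroxisomes, 6.85 ± 3.46, 27.0 ± 9.24 and 5.79 ± 2.86.

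In PBS against Chow livers, the log2 fold changes (± SE) were 1.14 ± 0.23 for *Fitm2*, 1.43 ± 0.20 for *Gk*, 1.38 ± 0.31 for *Plin2*, 2.13 ± 0.23 for *Acsl1*, 1.64 ± 0.28 for *Slc27a1* and 1.93 ± 0.30 for *Acot4* (limma adjusted p = 0.0071, 0.0014, 0.011, 0.00039, 0.0038 and 0.0021). In Pep_A6 against PBS livers they were −1.81 ± 0.26, −1.35 ± 0.26, −1.30 ± 0.39, −2.72 ± 0.37, −1.70 ± 0.38 and −2.15 ± 0.34 in the same order (adjusted p = 0.0030, 0.0082, 0.035, 0.0024, 0.013 and 0.0042). A two-sided exact permutation test gave p = 0.00794 for each gene in the first comparison and p = 0.0357 in the second, the smallest that groups of these sizes can give. Between Pep_A6 and Chow livers, *Fitm2* was lower in Pep_A6 (log2 fold change −0.67 ± 0.18, adjusted p = 0.018), and the adjusted p of the others ran from 0.222 to 0.823. *Fitm2* did not pass there without the second Pep_A6 library (adjusted p = 0.0616), and *Acsl1* passed without the third (log2 fold change −1.06, adjusted p = 0.017) and with array weights (−1.02, adjusted p = 0.0093).

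The call of *Plin2* in Pep_A6 against PBS livers is the least firm: it did not pass without the second PBS library (adjusted p = 0.069) or without Pep_A6 library 1, 2 or 3 (0.065, 0.109 and 0.082). The authors selected these 6 genes from the same libraries, so their directions are not independent evidence.

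**Figure D2:**
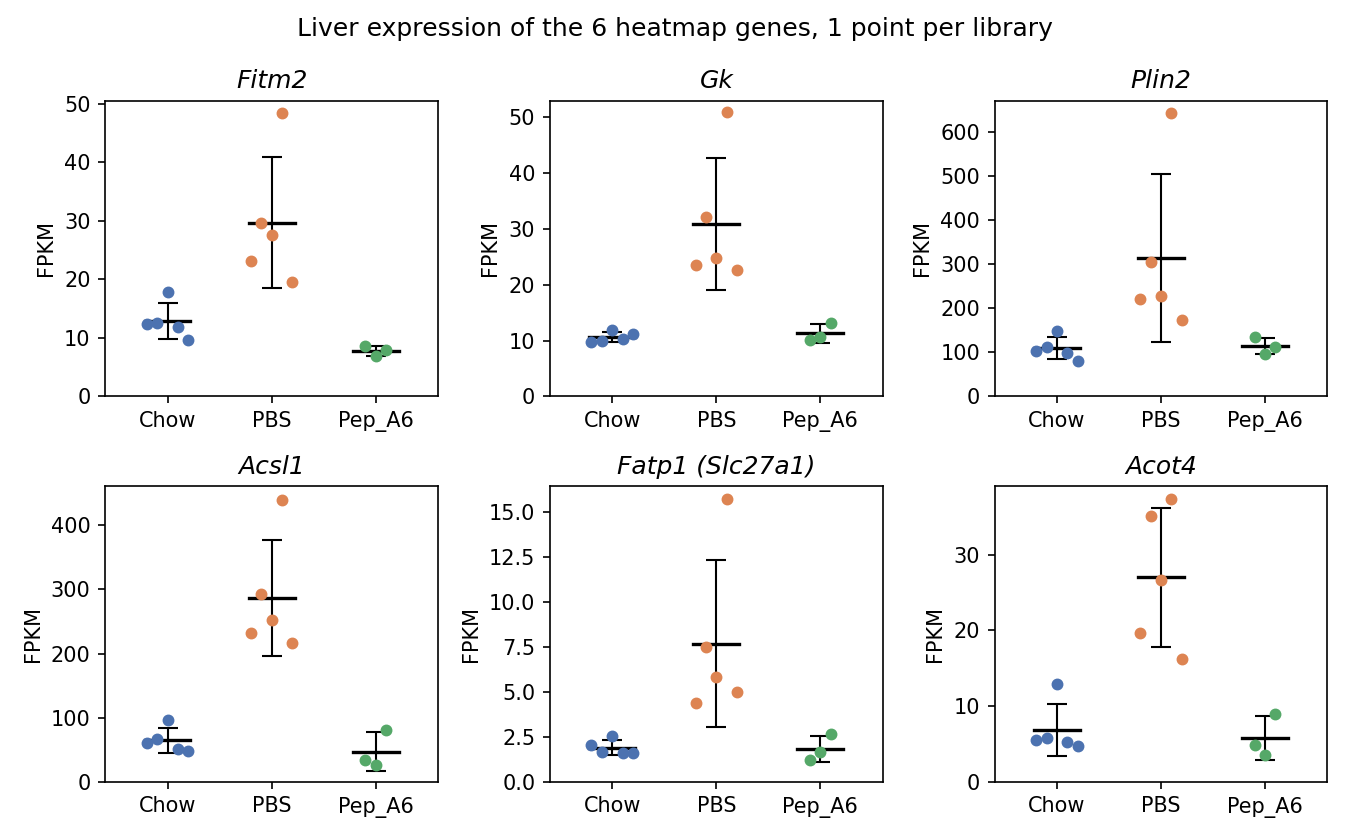
FPKM of the 6 genes in each liver of the Chow, PBS and Pep_A6 groups. Bars show the mean and whiskers the SD (5, 5 and 3 mice).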

The heatmap visualization showed the up-regulation of specific genes (*Fitm2*, *Gk*, *Plin2*, *Acsl1*, *Fatp1*, *Acot4*) in HFD mice injected with PBS and their down-regulation in mice immunized with the Pep_A6 vaccine. Furthermore, the results of the qPCR verification (Figure 6f) were basically consistent with the transcriptome results. In comparison to the Chow group fed a normal diet, the expression levels of various genes in the PBS group fed a high-fat diet were significantly upregulated in the liver of mice, while the vaccine group showed significant downregulation compared to the PBS group.

## 4. Discussion

It has been confirmed type VI collagen is predominantly located on the fibrous cap, and its content increases with plaque progression [35]. COL VI is composed of six peptide chains, designated as α1, α2, α3, α4, α5, and α6, which are encoded by COL6A1~COL6A6 genes. The N-terminal of the α6 peptide chain primarily consists of seven von Willebrand factor A (VWA) domains, while the C-terminal contains two or three VWA domains and one or two unique sequences. The collagen triple helix domain is situated between the N- and C-terminal regions [36]. In this study, a synthesized COL6A6 peptide was obtained from the peripheral blood of atherosclerosis patients. The sequence corresponds to the N-terminal of the α6 peptide chain and comprises 23 amino acids. Notably, this polypeptide sequence showed high homology (91.3%) in both humans and mice with only two amino acid variations (Table S1), which avoided issues related to autoimmune rejection when immunizing animal models. The immunization protocol adopted was consistent with the successful example of ApoB-100 [31,34]. Primary immunization was administered at six weeks of age followed by a booster dose three weeks later, each mouse receiving at least 50 µg of vaccine per dose.

It has been established that antigen-specific immune protection can be achieved through various mechanisms, including the production of protective antibodies, the suppression or inactivation of pathogenic T cell clones (inducing non-responsiveness), or the induction of suppressive cellular immunity mediated by Treg cells [29,37,38]. In recent years, two distinct types of atherosclerosis vaccines, antibody-induced and regulatory T cell-induced, have been developed and validated in animal models [39]. Both strategies primarily target LDL-related factors to reduce plasma/serum LDL levels. In this study, Pep_A6 was identified in the peripheral blood of atherosclerosis patients [32]. *Apoe^−/−^* mice were immunized with the reconstituted Pep_A6 vaccine and fed a high-fat diet for 20 weeks. The results demonstrated that this vaccination reduced atherosclerotic plaques by about 50%. On the one hand, Pep_A6 vaccination significantly increased the proportion of Treg in the spleen. On the other hand, the Pep_A6-specific antibody IgG and IgG1 levels were significantly elevated in the vaccine group. It has been reported that in mice, Th1 cells mainly mediate cellular immune response, while Th2 cells mainly participate in humoral immunity and promote the secretion of IgG1 [28,40]. In this study, we observed a significant increase in the Pep_A6-specific IgG1 in the vaccine group, indicating a bias towards Th2 cell-mediated humoral immunity. Additionally, our findings showed that Pep_A6 vaccination led to a significant reduction in serum LDL levels and an increase in HDL-C levels. These results suggest that the Pep_A6 vaccine may elicit a combined response involving both antibody-induced and regulatory T cell-induced mechanisms which effectively modulate blood lipid levels.

The efficacy and safety of the vaccine depend on the proper activation of T cells and B cells by the target and carrier protein peptide sequences. The carrier protein in the Pep_A6 vaccine is KLH, known for its high immunogenicity, promoting CD4^+^ T cell differentiation and facilitating antibody production [41]. Adjuvants play a role in determining CD4^+^ Th cell differentiation during vaccination [42]. For example, CpG adjuvants tend to induce Th1 differentiation, leading to antibody-mediated cytotoxic responses involving CD8^+^ T cells. Conversely, the alum adjuvant used in the Pep_A6 vaccine primarily activates Th2 differentiation and mitigates cytotoxic damage. Previous animal experiments have demonstrated that Th1 cells have a pro-atherogenic effect, including studies with IFN-γ deficient mice [43,44,45] and mice genetically deficient in the Th1 transcription factor T-bet [46], all of which exhibited reduced atherosclerosis development. It has been reported that Treg cells can prevent T cells from differentiating into Th1 subtypes, thereby limiting their pathogenic activity [47]. These findings suggest that the Pep_A6 vaccination probably inhibits Th1 cell differentiation by increasing the vaccine-induced Treg cells, thus reducing vascular inflammation and ameliorating atherosclerosis. Nevertheless, we did not transfer Treg cells as conducted by Hafid Ait Oufell et al. [48] and Adi Mor et al. [49] to ascertain the specific impact of Treg cells. This aspect will be addressed in future research.

The synthesis of fatty acids and fats in the liver is a highly regulated metabolic pathway, and genes related to lipid metabolism enable coordinated regulation at the transcriptional level [50]. In this study, the qPCR results revealed that in the high-fat diet environment, there was significant up-regulation of mRNA expressions of *Fitm2, Gk, Plin2, Acsl1, Fatp1*, and *Acot4* genes identified as significantly enriched in transcriptome sequencing in the PBS group. Following immunization with the Pep_A6 vaccine, the expression levels of these genes was significantly down-regulated to match those observed in the Chow group with normal diet. In particular, the mRNA expression of *Acsl1* in the Pep_A6 vaccine group was notably lower than that observed in Chow group. Furthermore, a marked reduction in hepatic lipid accumulation was observed through liver oil red O staining in the vaccine group. It is evident that the Pep_A6 vaccine demonstrates a certain ability to regulate lipid metabolism and relies on key genes. According to numerous research reports, these genes are known to play a pivotal regulatory role in the pathogenesis of diseases such as hepatic steatosis, atherosclerosis, and hyperlipidemia. Prior studies have shown that macrophage-specific expression of *Acsl1* plays a pivotal role in exacerbating atherosclerosis in diabetic mice, and the adoptive transfer of *Acsl1^−/−^* macrophages may represent a potential therapeutic strategy for atherosclerosis [51]. Following *Acot4* overexpression, there was a significant upregulation of free fatty acid levels in the plasma and liver of mice, leading to increased lipid accumulation in the liver and subsequent hepatic steatosis [52]. *Gk*, or glycerol kinase, has been shown to enhance liver CHO and TG expression, as well as plasma LDL levels [53]. *Fatp1* is closely related to intracellular lipid deposition. For example, knocking down *Fatp1* in 3T3-L1 fat cells reduced TG accumulation and droplet size [54]. Previous studies have reported that *Plin2^−/−^* mice exhibited a reduction of more than 60% in serum TG content and were protected from fatty liver disease [55]. *Fitm2* is widely recognized as a fat storage-induced transmembrane protein 2. The overexpression of *Fitm2* genes resulted in a marked increase in neutral lipid content in fat cells [56]. These studies have confirmed that the overexpression of *Fitm2, Gk, Plin2, Acsl1, Fatp1*, and *Acot4* genes exacerbates cellular lipid accumulation, elevates serum LDL levels, and accelerates the progression of atherosclerosis. Conversely, the knockout or downregulation of these genes effectively alleviates the corresponding symptoms. This finding is consistent with our study’s observation that the Pep_A6 vaccine can effectively downregulate the expression of these genes in a high-fat environment, suggesting that the Pep_A6 vaccine may play a positive regulatory role by restoring the expression of these key lipid metabolism-related genes. 

Upon further literature review, it was determined that the genes Acsl1, Acot4, Fatp1, and Plin2 are all under the regulation of PPARα. PPARα is a ligand-activated nuclear receptor with high expression in the liver [57] and plays a crucial role in regulating genes associated with hepatic lipid metabolism, including the activation, elongation, uptake, and triglyceride formation of fatty acids within the cell [58]. Yenna Lee et al.’s study demonstrated that PPARα agonists can mitigate the progression of atherosclerosis and the exacerbation of hepatic steatosis in *Apoe^−/−^FXR^−/−^* mice by promoting beta-oxidation, fatty acid uptake, and triglyceride hydrolysis [59]. In rodent models of systemic inflammation, atherosclerosis, and non-alcoholic steatohepatitis (NASH), PPARα exerts negative regulation on pro-inflammatory and acute phase response signaling pathways [60,61]. 

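*Ppara*, the gene of PPARα itself, had a mean FPKM of 22.3 ± 7.14 (SD) in 5 Chow, 36.7 ± 13.4 in 5 PBS and 13.9 ± 3.86 in 3 Pep_A6 livers. It fell in Pep_A6 against PBS livers by 1.34 ± 0.28 on the log2 scale (± SE, limma adjusted p = 0.011), while in PBS against Chow livers its log2 fold change was 0.69 ± 0.26 (adjusted p = 0.0736). Of 45 tested target genes of PPARα in mouse liver, 37 rose and 1 fell in PBS against Chow livers (40 and 1 adjusted over the list alone), with a median log2 fold change of 1.38 (camera adjusted p = 1.5e-16 and adjusted p = 0.372 with an estimated correlation). In Pep_A6 against PBS livers 39 fell and none rose (39 and 0 adjusted over the list alone), with a median of −1.51 (camera adjusted p = 1.5e-16 and adjusted p = 0.309 with an estimated correlation). In Pep_A6 against Chow livers 15 were lower and 4 higher (15 and 4 adjusted over the list alone), with a median of −0.42 (camera adjusted p = 0.0492 and adjusted p = 0.981 with an estimated correlation).

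These targets made up 23 of the 77 genes that rose on the diet and fell with the vaccine (odds ratio 265.9, one-sided Fisher's exact test, p = 9.9e-42), with *Pdk4*, which limits glucose oxidation, *Vnn1*, a pantetheinase, and *Slc22a5*, the carnitine transporter, among them. Fisher's test takes genes as independent, so its p is too small here. The estimated correlation between the targets was 0.62 in PBS against Chow and 0.60 in Pep_A6 against PBS livers. The list includes all 6 genes that the study selected from these libraries, and so is not fully independent of them. Markers of stellate cells and matrix and of endothelial cells were also lower in Pep_A6 than in PBS livers, with medians of −0.43 and −0.85 (camera adjusted p = 0.00063 and 0.0065 and adjusted p = 0.309 and 0.69 with an estimated correlation). PPARα protein and its activity were not measured in these libraries.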

The above findings further suggest that the Pep_A6 vaccine may modulate PPARα to downregulate the expression of lipid metabolism-related genes, thereby effectively reducing the level of LDL-C in mouse serum, inhibiting liver lipid accumulation, and preventing atherosclerosis. Despite its limitations, this undoubtedly lays a solid foundation and serves as a starting point for us to delve deeper into the specific molecular mechanisms through which the Pep_A6 vaccine regulates liver lipid metabolism in future studies.

However, despite the concept of anti-atherosclerosis vaccines being proposed over 20 years ago, and the preclinical work providing positive proof-of-principle results, the transition to clinical trials has been sluggish. One common limitation of experimental atherosclerosis vaccine research is their focus on preventing the effects of early atherosclerosis [25], and this study follows suit. This situation may be analogous to the inclusion of relatively young individuals in primary prevention trials, which differs significantly from the scenario where late-stage plaques lead to clinical symptoms in patients. Hence, more research efforts are warranted to ascertain the translational potential of our experimental findings into enduring therapeutic modalities for advanced human plaques. Nevertheless, the Pep_A6 vaccine has demonstrated significant potential for translation as a novel protective vaccine against atherosclerosis. Anton Gistera et al. [62] found that low-density lipoprotein (LDL) reactive T cells play a role in the anti-LDL immune response, leading to three arteriosclerosis-protective mechanisms: antibody-dependent LDL clearance, liver immune metabolic effects, and reduced vascular inflammation. Similarly, in this study, the Pep_A6 vaccine also exhibited a synergistic effect on cellular and humoral immunity, primarily through the induction of Th2 immune responses and the stimulation of Pep_A6-specific IgG1 antibody production. Moreover, we have made the novel observation that the Pep_A6 vaccine induces an expansion of anti-inflammatory Ly6C^low^ monocytes, which can synergize with Th2 cells to exert a pivotal role in dampening vascular inflammation. On the other hand, our study shows that the Pep_A6 vaccine can regulate the expression of liver genes such as *Fitm2*, *Gk*, *Plin2*, *Acsl1*, *Fatp1*, and *Acot4*, thereby lowering serum LDL-C levels and hepatic lipid accumulation while improving atherosclerosis. Due to its multifaceted effects, the Pep_A6 vaccine, consisting of a COL6A6 peptide-KLH-conjugate and alum adjuvant, may serve as a promising vaccine formula in the future treatment of atherosclerosis.

## Figures and Tables

**Figure 1:**
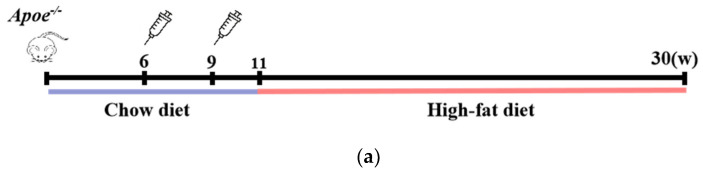

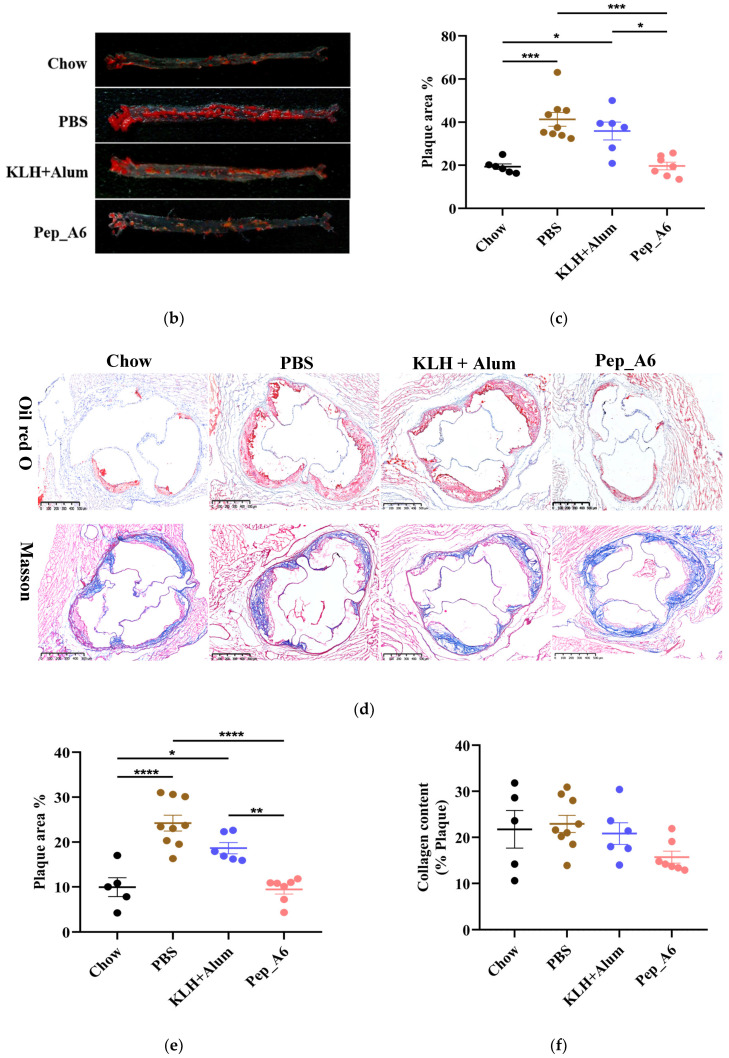
Pep_A6 vaccination alleviated atherosclerotic lesions in hyperlipidemic *Apoe^−/−^* mice. (**a**) Experimental scheme for high-fat diet-induced mouse model and vaccine immunization strategy. The Chow group was fed an normal diet throughout the whole course. (**b**) Aortic Oil Red O staining of different groups. (**c**) Percentage of plaque area of the entire artery. (**d**) Oil red O staining and Masson staining of the aortic valve (5×, scale bar = 500 µm). (**e**,**f**) Quantification of plaque staining area at the aortic valve. (Chow: *n* = 5−6; PBS: *n* = 9; KLH + Alum: *n* = 6; Pep_A6: *n* = 7. Data are expressed as mean ± SEM. * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001, **** *p* < 0.0001).

**Figure 2:**
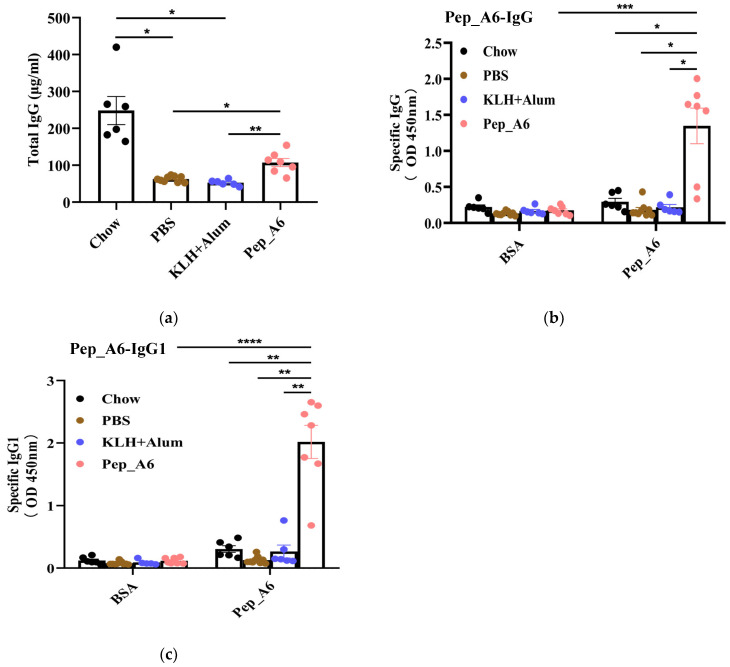
Pep_A6 vaccination produced antibodies specifically targeting Pep_A6. HFD mice were intraperitoneally treated with PBS, KLH + Alum mixture, or Pep_A6 vaccine. (**a**) Serum levels of total IgG were quantified using capture ELISA in different treatment groups. Levels of Pep_A6-specific (**b**) IgG and (**c**) IgG1 in serum from different treatment groups are shown. (Chow: *n* = 6; PBS: *n* = 9; KLH + Alum: *n* = 6; Pep_A6: *n* = 6−7. Data are expressed as mean ± SEM. * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001, **** *p* < 0.0001).

**Figure 3:**
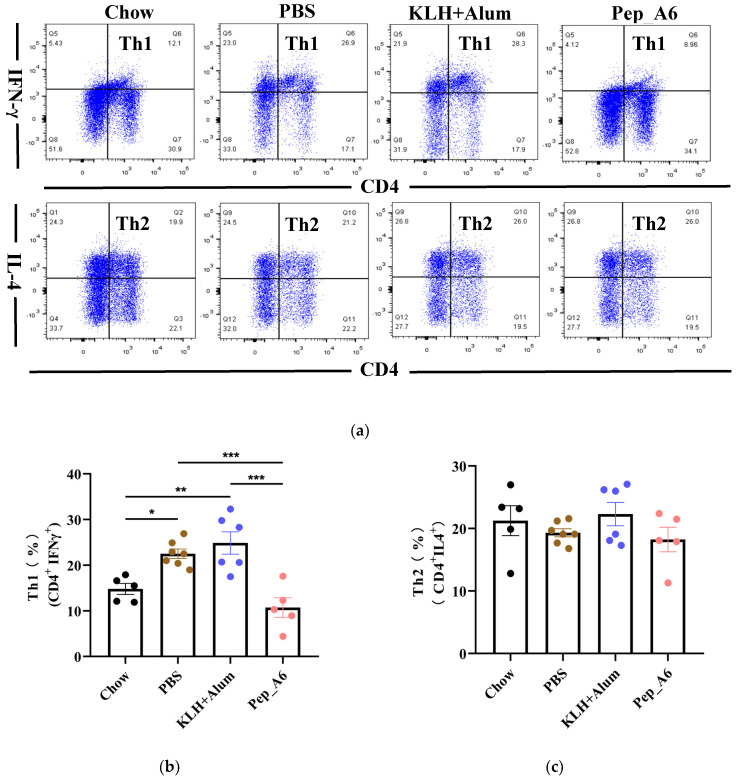

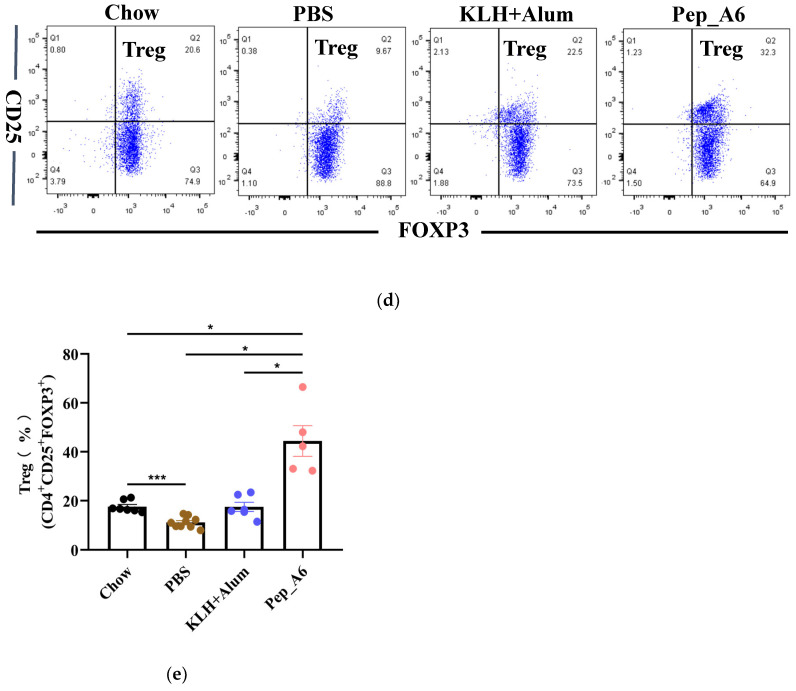
Pep_A6 vaccination suppressed Th1 cell differentiation but increased Treg cell proportion. (**a**) Flow cytometry analysis of splenic Th1 and Th2 cells in different treatment groups. (**b**) Percentage of Th1 (CD4^+^IFN-γ^+^) cells in different groups. (**c**) Percentage of Th2 (CD4^+^IL-4^+^) cells in different groups. (**d**) Flow cytometry analysis of splenic Treg cells. (**e**) Percentage of Treg (CD4^+^CD25^+^FOXP3^+^) cells in different groups. (Chow: *n* = 5−7; PBS: *n* = 7−9; KLH + Alum: *n* = 6; Pep_A6: *n* = 5. Data are expressed as mean ± SEM. * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001).

**Figure 4:**
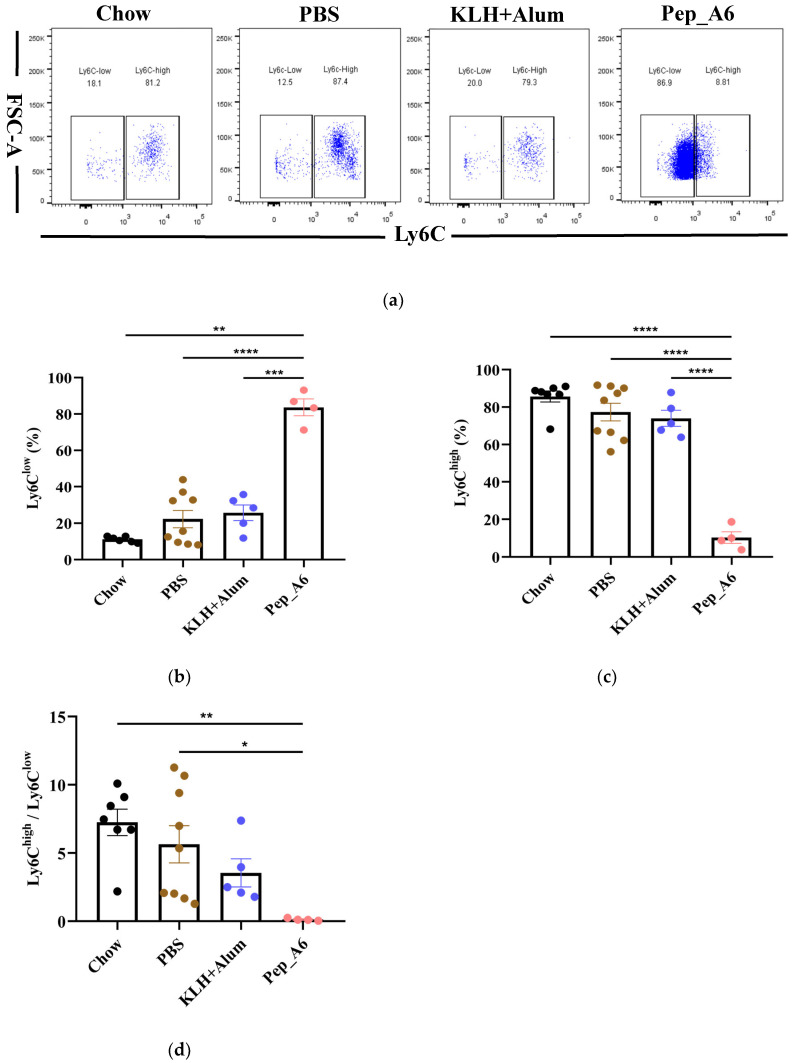
Pep_A6 vaccination significantly increased anti-inflammatory Ly6C^low^ monocytes. (**a**) Flow cytometry analyzed peripheral blood monocytes in different groups. Percentage of (**b**) Ly6C^low^ (CD115^+^CD11b^+^Ly6C^−^) and (**c**) Ly6C^high^ (CD115^+^CD11b^+^Ly6C^+^) monocytes in different groups. (**d**) The ratio of Ly-6C^high^/Ly-6C^low^ monocytes in the blood. (Chow: *n* = 7; PBS: *n* = 9; KLH + Alum: *n* = 5−6; Pep_A6: *n* = 4−5. Data are expressed as mean ± SEM. * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001, **** *p* < 0.0001).

**Figure 5:**
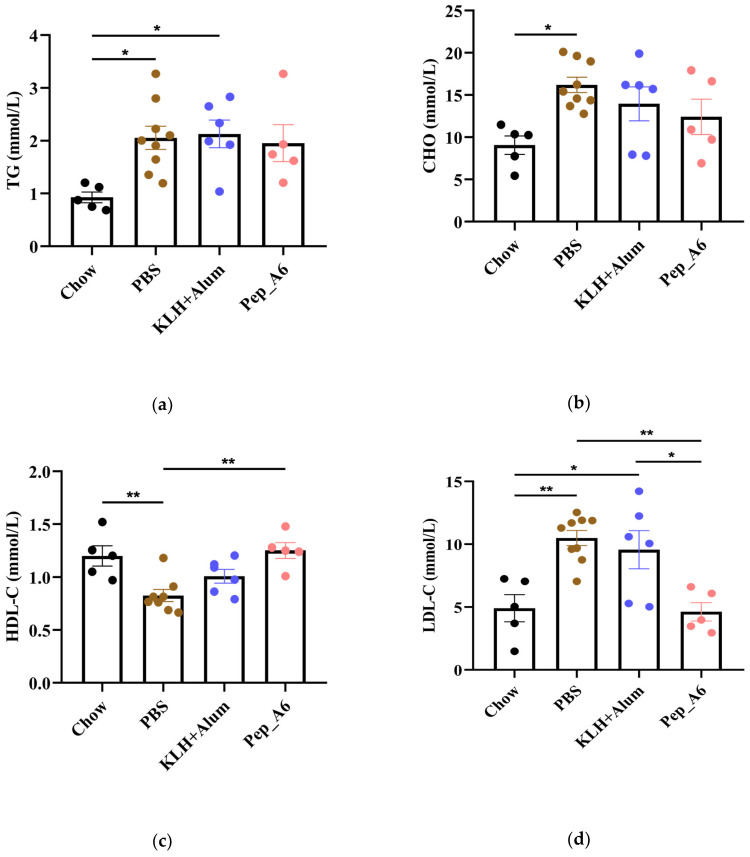

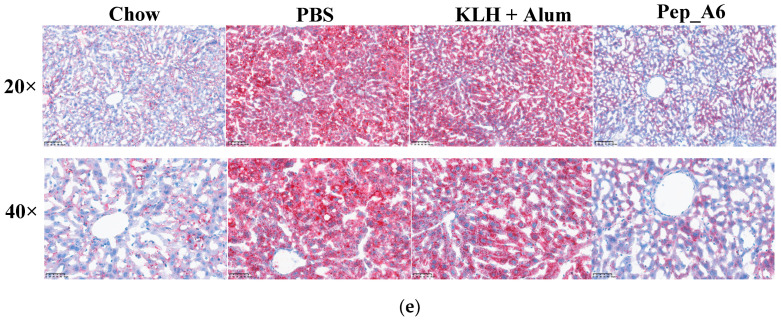
Pep_A6 Vaccination significantly decreased serum LDL-C concentrations and hepatic lipid accumulation. (**a**–**d**) Serum TG levels, serum CHO levels, serum HDL-C levels, and serum LDL-C levels were measured in different groups. (Chow: *n* = 5; PBS: *n* = 9; KLH + Alum: *n* = 6; Pep_A6: *n* = 5. Data are expressed as mean ± SEM. * *p* < 0.05, ** *p* < 0.01.) (**e**) Histopathological observation of Oil Red O staining in the liver of mice (20×, scale bar = 100 µm; 40×, scale bar = 50 µm).

**Figure 6:**
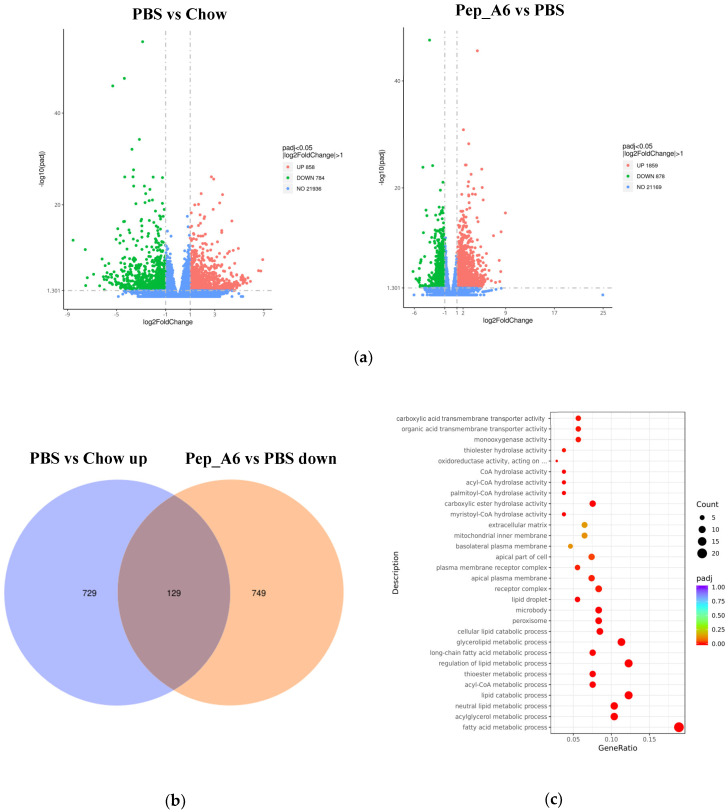

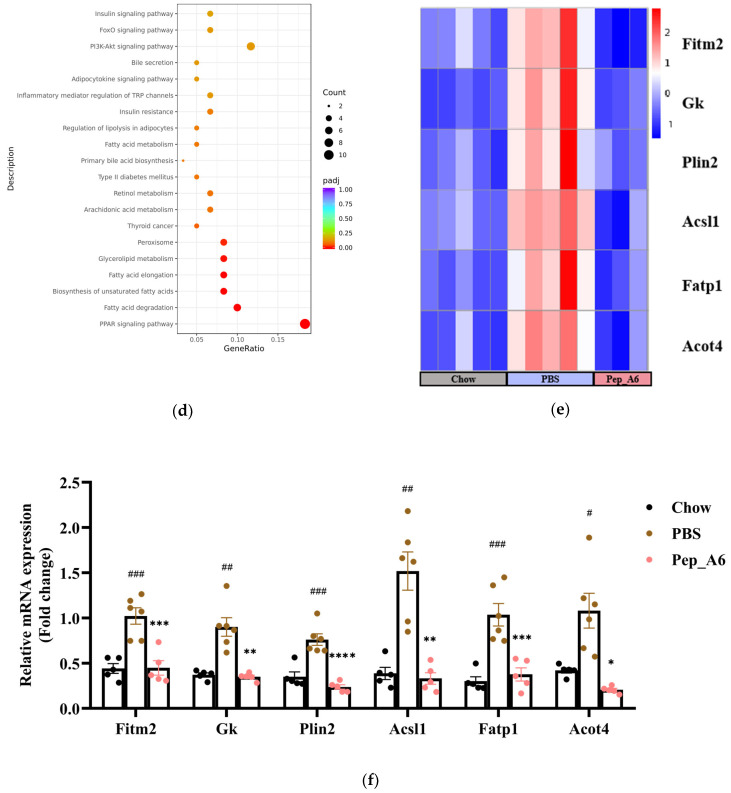
Pep_A6 Vaccination partially restored the expression of liver lipid metabolism-related genes up-regulated by a high-fat diet. (**a**) Volcano plots depicting differentially expressed genes (DEGs) in the PBS group compared to the Chow group, and in the Pep_A6 vaccine group compared to the PBS group (*n* = 3−5, padj < 0.05). The red dots indicate gene up-regulation, and the green dots indicate gene down-regulation. (**b**) Venn plot showing overlapping genes between up-regulated from the HFD mice injected with PBS relative to the Chow mice and down-regulated from the Pep_A6-immunized mice relative to the HFD mice injected with PBS. Blue represents the up-regulated differential genes in the PBS group compared with Chow group, orange represents the down-regulated differential genes in the vaccine group compared with PBS group, and the region in the middle represents the overlapping DEGs between the two comparison combinations. (**c**) Bubble plot of GO enrichment analysis of overlapping DEGs down-regulated in vaccine groups (padj < 0.05); the bubble color from red to purple in the plot indicates the significance degree of gene enrichment. (**d**) Bubble plot of KEGG enrichment analysis of overlapping DEGs (padj < 0.05); the bubble color from red to purple in the plot indicates the significance degree of gene enrichment. (**e**) Heatmaps displaying top-ranked genes related to lipid metabolism among the 129 overlapping DEGs. Red indicates gene upregulation, while blue indicates gene downregulation. (**f**) Quantitative polymerase chain reaction (qPCR) expression analysis of *Fitm2*, *Gk*, *Plin2*, *Acsl1*, *Fatp1*, and *Acot4*. (Chow: *n* = 5; PBS: *n* = 6; Pep_A6: *n* = 5. Data are expressed as mean ± SEM. ^#^ *p* < 0.05, ^##^ *p* < 0.01, ^###^ *p* < 0.001, as compared with the Chow group; * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001, **** *p* < 0.0001, as compared with the PBS group).

## Data Availability

The datasets used and/or analyzed during the current study are available from the corresponding author on reasonable request.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/cells13181589/s1, Table S1: The Comparison of amino acid sequences of COL6A6 in human and mouse; Table S2: Antibody information; Table S3: Primer sequence for qPCR; Figure S1: Blank controls for flow cytometry data from different cell types; Figure S2: Pep_A6 Vaccination partially restored the expression of liver lipid metabolism-related genes up-regulated by a high-fat diet.

# Supplementary material for: COL6A6 Peptide Vaccine Alleviates Atherosclerosis through Inducing Immune Response and Regulating Lipid Metabolism in Apoe−/− Mice
**Source:** Cells. 2024 Sep 21;13(18):1589. doi: 10.3390/cells13181589
**Supplement:** Supplementary file 1

SUPPLEMENTAL MATERIALS

COL6A6 peptide vaccine alleviates atherosclerosis through inducing immune response and regulating lipid metabolism in *Apoe*^{-/-} mice

Dongmei Tang ¹, Yan Liu ¹, Rui Duan ¹, Run Lin ¹, Zhonghao Li ¹, Xianyan Liu ¹, Jingrong Huang ¹, Ming Zhao ^{1,*}

Table S1. The comparison of amino acid sequences of COL6A6 in human and mouse

Species	Amino acid sequence
Homo sapiens	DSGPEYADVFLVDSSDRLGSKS
Mus musculus	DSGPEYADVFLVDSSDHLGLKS

Table S2. Antibody information

Reagent name	brand	Cargo number
FITC anti-mouse CD4	BioLegend	100406
Brilliant Violet 421™ anti-mouse IFN-γ	BioLegend	505829
PE/Cyanine7 anti-mouse IL-4	BioLegend	504118
APC Rat Anti-Mouse CD25	BD Biosciences	557192
PE anti-mouse FOXP3	BioLegend	126404
PE anti-mouse CD11b	eBioscience	101208
APC anti-mouse CD115	BioLegend	135510
Brilliant Violet 421™ anti-mouse Ly6C	BioLegend	128031
Cell Activation Cocktail (with Brefeldin A)	BioLegend	423303

Table S3. Primer sequence for qPCR

Gene name	Forward primer	Reverse primer

<i>Gk</i>	ACCCTCCATGCCTGAAACAA	ACCACTTTCTGGAGACTGAGTT
<i>Plin2</i>	TCCACTGTCCACCTGATTGA	TGGCATGTAGTCTGGAGCTG
<i>Acs11</i>	CCATCTTCCCTGTGGTTCCC	ACCCAGGCTCGACTGTATCT
<i>Fatp1</i>	TCACTGGCGCTGCTTTGGTT	TAGCCGAACACGAATCAGAA
<i>Acot4</i>	GCCTGTAACAGACATGGTAGATTC	CTGTAACAAGCACAGGCTGGTA
<i>Fitm2</i>	TCATTGCCCTTACCAACTACCA	AGTGGCCCGAGATGTCAAA
<i>Gapdh</i>	AGGTCGGTGTGAACGGATTTG	TGTAGACCATGTAGTTGAGGTCA

A

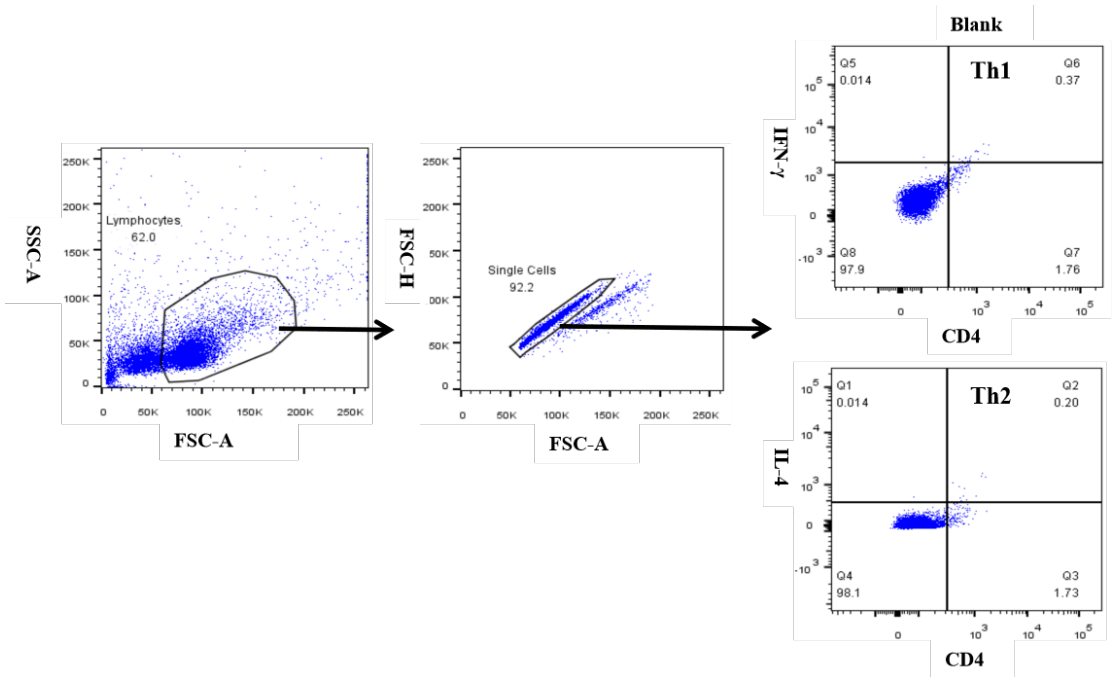

B

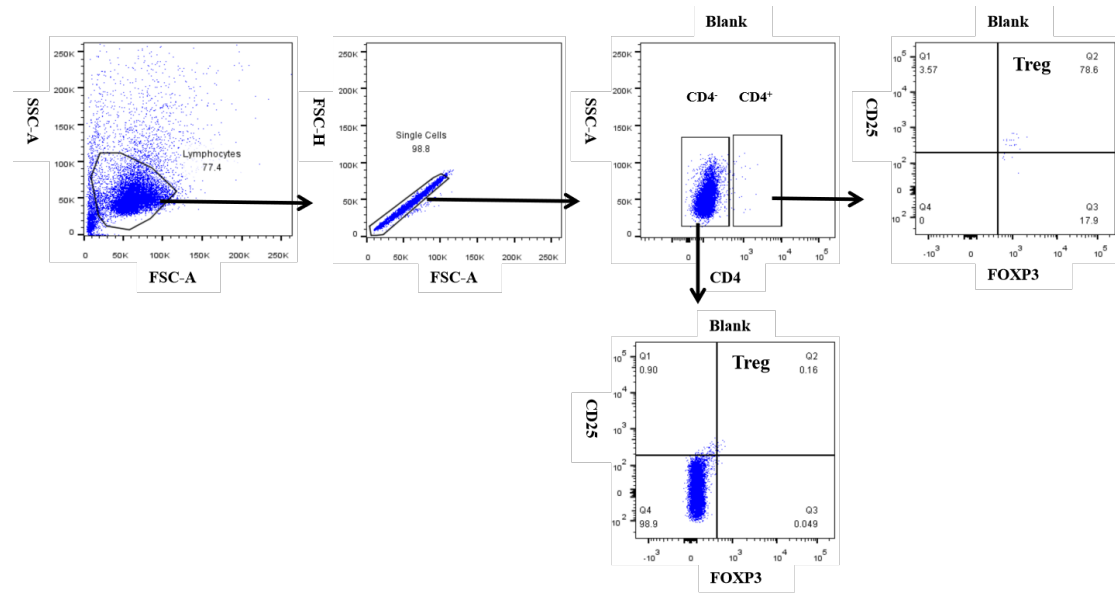

C

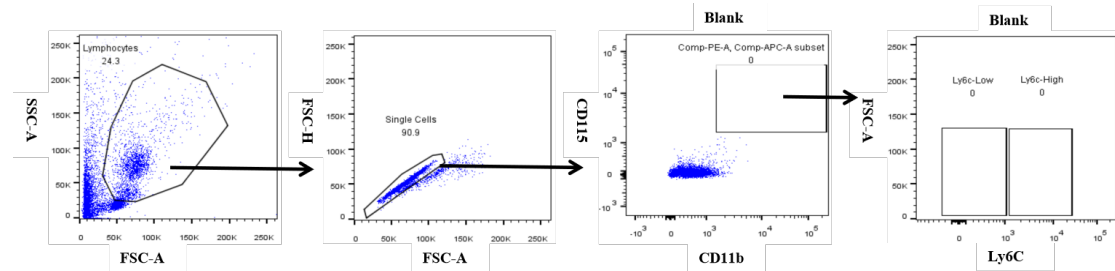

Figure S1. Blank controls for flow cytometry data from different cell types. (A) Blank control for Th cells in the spleen. (B) Blank control for Treg cells in the spleen. (C) Blank control for monocytes.

A

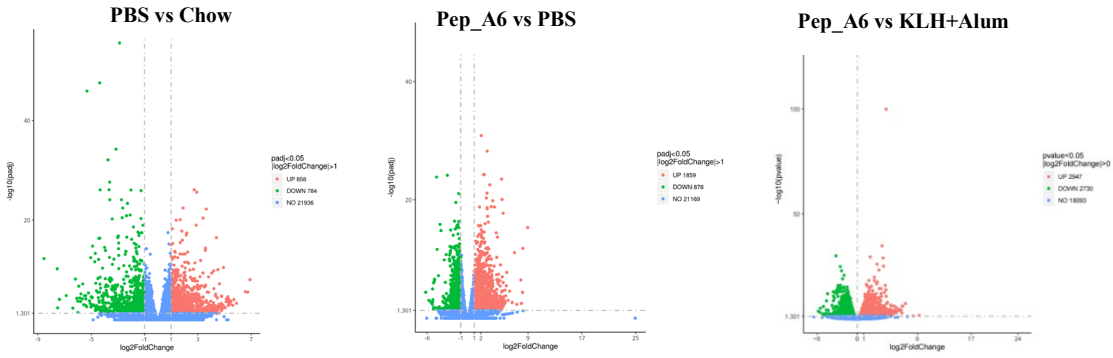

B

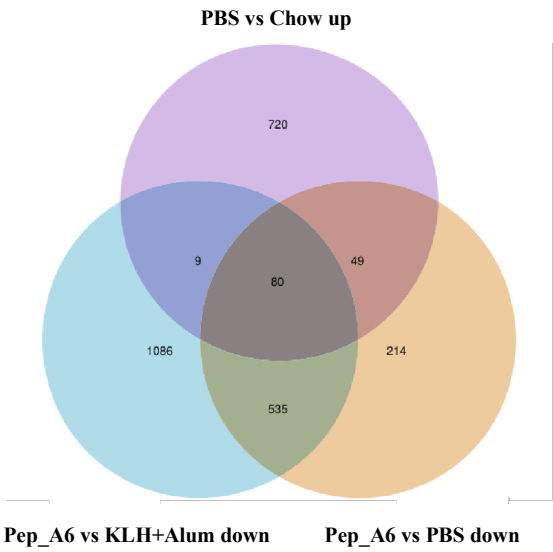

C

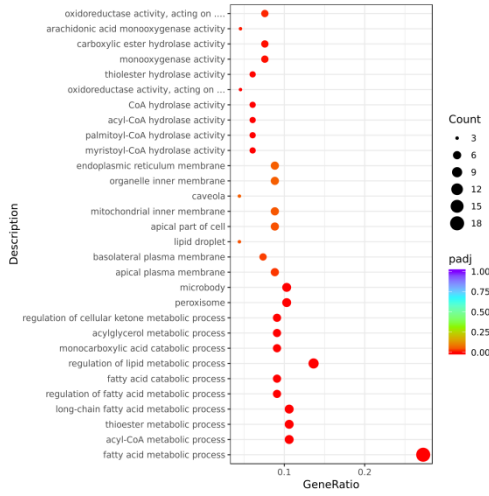

D

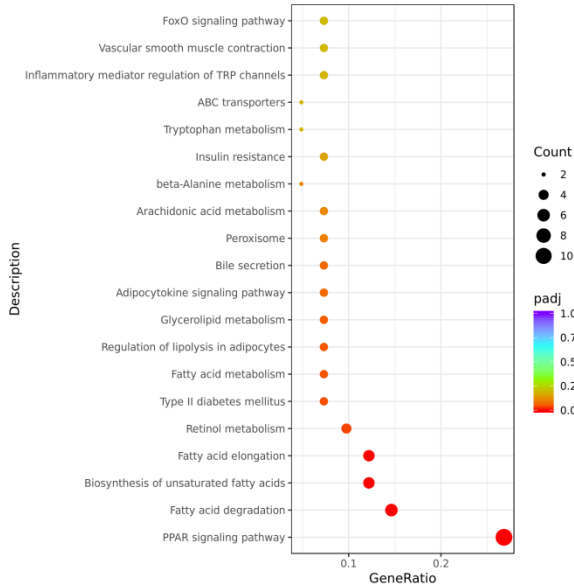

E

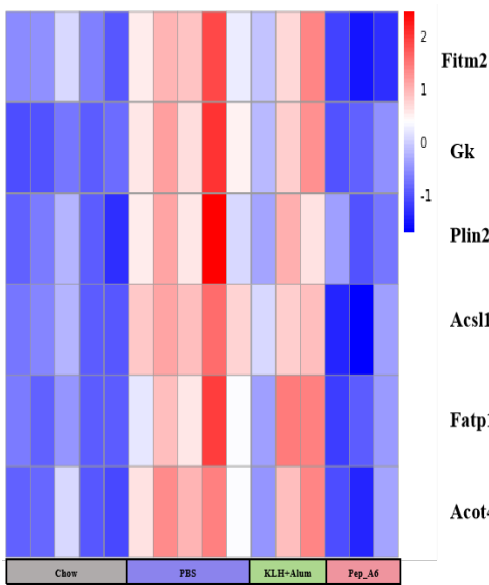

F

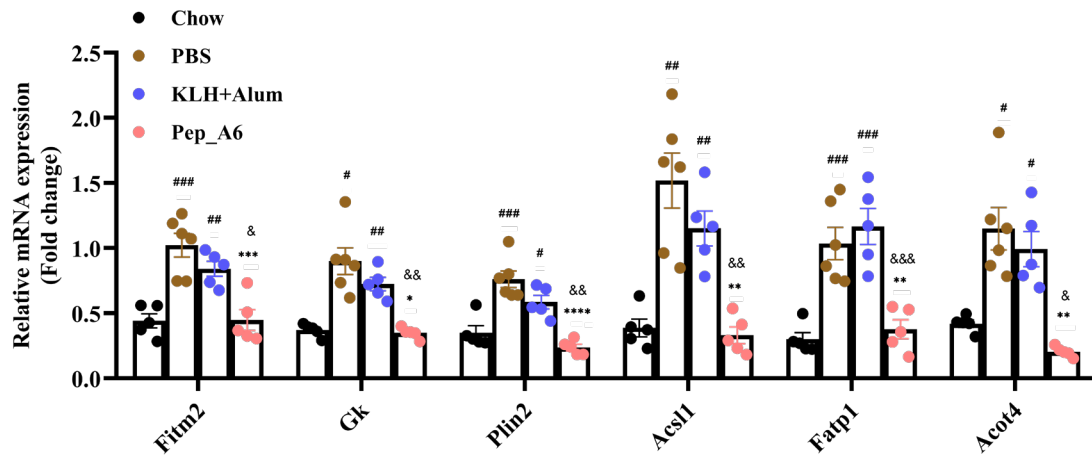

Figure S2. Pep_A6 Vaccination partially restored the expression of liver lipid metabolism-related genes up-regulated by a high-fat diet. (A) Volcano plots depicting differentially expressed genes (DEGs) in the PBS group compared to the Chow group, in the Pep_A6 vaccine group compared to the PBS group, and in the Pep_A6 vaccine group compared to the KLH+Alum group ($n = 3-5$, $\text{padj} < 0.05$). The red dots indicate gene up-regulation, and the green dots indicate gene down-regulation. (B) Venn plot showing overlapping genes between up-regulated from the HFD mice injected with PBS relative to the Chow mice, down-regulated from the Pep_A6-immunized mice relative to the HFD mice injected with PBS and down-regulated from the Pep_A6-immunized mice relative to the HFD mice injected with KLH+Alum mixture. Purple represents the up-regulated differential genes in the PBS group compared with Chow group, orange represents the down-regulated differential genes in the vaccine group compared with PBS group, light blue represents the down-regulated differential genes in the vaccine group compared with KLH+Alum group, and the gray region in the middle represents the overlapping DEGs among the three comparison combinations. (C) Bubble plot of GO enrichment analysis of overlapping DEGs down-regulated in vaccine groups ($\text{padj} < 0.05$); the bubble color from red to purple in the plot indicates the significance degree of gene enrichment. (D) Bubble plot of KEGG enrichment analysis of overlapping DEGs ($\text{padj} < 0.05$); the bubble color from red to purple in the plot indicates the significance degree of gene enrichment. (E) Heatmaps displaying top-ranked genes related to lipid metabolism among the 80 overlapping DEGs. Red indicates gene upregulation, while blue indicates gene downregulation. (F) Quantitative polymerase chain reaction (qPCR) expression analysis of *Fitm2*, *Gk*, *Plin2*, *Acsl1*, *Fatp1* and *Acot4*. (Chow: $n = 5$; PBS: $n = 6$; KLH+Alum: $n = 5$; Pep_A6: $n = 5$. Data are expressed as mean $\pm$ SEM. $^{\#}P < 0.05$, $^{\#\#}P < 0.01$, $^{\#\#\#}P < 0.001$, as compared with the Chow group; $^*P < 0.05$, $^{**}P < 0.01$, $^{***}P < 0.001$, $^{****}P < 0.0001$, as compared with the PBS group; $^{\&}P < 0.05$, $^{\&\&}P < 0.01$, $^{\&\&\&}P < 0.001$, as compared with the KLH+Alum group)

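Each of the comparisons in this supplementary figure isolates something else. PBS against Chow differs by design in the diet, and the paper does not state whether the Chow mice were given the buffer. Pep_A6 against PBS compares mice on the same diet, and differs in the whole vaccine: the peptide, the KLH carrier protein to which it is coupled, and the alum adjuvant. Pep_A6 against KLH+Alum keeps the carrier and the adjuvant on both sides, so only there does the peptide alone differ between the groups. KLH is a large foreign protein and alum a particulate salt, and both stimulate the immune system without any peptide. Pep_A6 against PBS therefore cannot separate the peptide from its carrier and adjuvant. The livers of the KLH+Alum group were not analysed here.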

How the deposited data were processed for this re-analysis (not part of the article)

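Liver RNA of 13 male *Apoe-/-* mice was analysed: 5 Chow, 5 PBS and 3 Pep_A6 mice, 1 library per mouse. The 3 comparisons were PBS against Chow, Pep_A6 against PBS and Pep_A6 against Chow. The KLH+Alum livers of the study were not analysed here. Measurements by qPCR, staining, ELISA and flow cytometry were not used here.

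The authors sequenced the libraries on an Illumina Novaseq platform. The submitters' processing notes name CASAVA 1.8, fastp, HISAT2 2.0.5, featureCounts 1.5.0-p3 and DESeq2, with the mouse genome mm10. The release of the gene annotation is not stated in the paper or the notes. The values deposited by the authors are FPKM, 1 column per library, with the gene length and coordinates beside them. The table holds 54532 genes, of which 27534 have no read in any library. FPKM multiplied by gene length came in whole multiples of 1 step per library for 100% of the values (tolerance 0.1 of a step), which gives the reads assigned to each gene. The denominators that these steps imply differ from the recovered totals by a factor per library, so the authors' FPKM already carry a scaling between libraries. Size factors computed here by the median of ratios were 1 for each library.

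The libraries hold 12429932 to 18227844 recovered reads (median 17019353). Log2(FPKM + 0.5) of the 14039 genes with an FPKM of at least 0.5 in at least 3 libraries was tested with limma 3.58.1 in R 4.3.3, each comparison in its own fit, with a trend of the variance on the mean. Figures were drawn with matplotlib 3.10.9. The p of limma was adjusted by the Benjamini-Hochberg method over all tested genes of a comparison. A gene was counted at an adjusted p under 0.05 and an absolute log2 fold change above 1. Named genes and members of lists were counted at the adjusted p alone. Of 45 gene lists, 43 had at least 3 tested genes. The lists of pancreas and of muscle genes had 1 tested gene each and were left out. Lists were tested with camera (correlation 0.01, and estimated), and with fry, which asks if the genes of a list move one way. Enrichment in the overlaps was tested with one-sided Fisher's exact tests against all tested genes. These tests take genes as independent and make no allowance for the correlation between them. Single genes of the paper were also compared by two-sided exact permutation tests.

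The procedure was tested on simulated data built on the means and spreads of these libraries, with 200 genes given a known change. At a log2 change of 1.5, 95.5% of the changed genes were called in PBS against Chow, 82.1% in Pep_A6 against PBS and 94.0% in Pep_A6 against Chow. At a log2 change of 2 these were 98.5%, 95.5% and 97.0%. None was called in the wrong direction, and 7, 7 and 4 unchanged genes were called. The rates and the false calls describe the simulated data alone. The changed genes were drawn only from the more strongly expressed genes, with a mean above 2 on the log2 scale that was tested. The rates therefore do not cover weakly expressed genes among those tested. Whether the rates and the false calls hold where genes vary together, or where a single library deviates, was not tested.

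The genes named in the text are those of the paper, for PBS against Chow and Pep_A6 against PBS livers the 10 with the largest changes in each direction, for each overlap the 10 with the largest value of the smaller of the 2 absolute log2 fold changes, and up to 4 members with the smallest adjusted p of 11 lists. Members of a list that lie in an overlap are also named, all of them or some as examples picked by no rule. The genes taken by the size of their change are protein-coding, without predicted genes (symbols of Gm and a number, or ending in Rik). For the single comparisons they also passed both thresholds, had no overlap between the libraries of the groups and had a mean FPKM of at least 1 in the higher group. The values of the most informative of these are printed, and some are left out. The lists, the comparisons, the thresholds and the alternatives were chosen before the data were examined, apart from those named here as chosen after seeing the data. The alternatives were pseudocounts of 0.1 and 1, no filter, a filter at an FPKM of 1, FPKM without further scaling, quantile normalization, all libraries in 1 fit, the replicate number as a block, array weights, no threshold on the fold change, voom on the recovered reads, each library left out in turn, a protein-coding background and an estimated correlation. Scaling by total reads and a loess correction for GC content and transcript length were chosen after seeing the data. GC content was known for 99.9% of the tested genes. FPKM without further scaling moved nothing, since the size factors were 1. The replicate number does not pair the mice: over 11 pairs of libraries with the same number, the correlation of the residuals ran from −0.164 to 0.210.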

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

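The tests of the share of hepatocytes, of blood left in the tissue and of single libraries were chosen after the results were seen. Intervals of medians were taken by resampling the genes of a list, so they hold no spread between mice. The interval of the red cell genes comes from the standard error over libraries. The correction for GC content and length was also chosen after seeing the data, but what it would show for these genes was written down before it was run.

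The PPARα target genes were lower in Pep_A6 than in PBS livers, with a median log2 fold change of −1.51. A bias by GC content or gene length is argued against, since the median was −1.52 after a correction for both (interval −1.96 to −1.29). A single deviating library is argued against as well: with each library left out in turn, the median nearest to 0 was −1.33, without the fourth PBS library (interval −1.71 to −1.16). A first test left out the third Pep_A6 library alone (median −1.82), which decides little, since most PPARα targets of this library lie nearer to the PBS levels than in the other Pep_A6 libraries. A lower share of hepatocytes would raise the markers of the other cell types, while those of stellate cells and matrix had a median of −0.43 (interval −0.57 to −0.24) and those of endothelial cells one of −0.85 (interval −1.20 to −0.46). Other types rose or may have risen, with medians of 0.38 for cholangiocytes (interval −0.11 to 1.66), 0.66 for T and NK cells, 1.05 for B and plasma cells and 2.35 for neutrophils. The types thus moved apart, which argues against a lower share of hepatocytes as the whole cause. A lower share as a part of it, and changes in the types that rose, stay open. This test replaced a first one on the hepatocyte markers themselves, whose median of −0.30 (interval −0.81 to 0.09) could not decide. Of these 17 markers 6 fell and none rose (camera adjusted p = 0.027, and 0.309 with an estimated correlation), which goes with a lower share. The medians of the cell type markers given here are without the correction for gene length. The 2806 longest of all tested genes had a median of −0.23 in Pep_A6 against PBS livers. Only 3 of 14 endothelial markers fell at the adjusted p (fry adjusted p = 0.203), and 10 of 24 stellate cell and matrix genes (fry adjusted p = 0.0086). The argument from the markers that fell is weaker for this. An effect of the vaccine on these genes, of the peptide or of its carrier and adjuvant, may remain as a hypothesis, and so may a difference in feeding or in the time of collection. The paper's supplement also reports genes that rose on the diet and were lower in Pep_A6 than in both PBS and KLH+Alum livers. The KLH+Alum livers were not analysed here.

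Neutrophil markers had a median log2 fold change of −2.44 in PBS against Chow and 2.35 in Pep_A6 against PBS livers. A larger amount of blood left in the vessels would carry red cell genes along. Their mean shift in Pep_A6 against PBS was −0.12 (interval −0.64 to 0.40) beside 2.62 for the neutrophil genes. Red cell genes do not follow the share of neutrophils in the blood, so a change in that share cannot be told from this test. With 1 library left out, the median of the neutrophil genes stayed between 1.76 (without the second Pep_A6 library) and 3.41 (without the third). A change in the number of neutrophils in the liver or in the blood it holds, or in their gene expression, may be a hypothesis. Cell counts of the liver were not used here.

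Other gene lists outside those the paper discusses passed with the preset correlation. With an estimated correlation none of them passed (smallest adjusted p = 0.372 in PBS against Chow and 0.309 in Pep_A6 against PBS). In PBS against Chow livers the medians were −2.06 for cholesterol synthesis, 0.67 for mitochondrially encoded proteins, −0.44 for ribosomal proteins, −0.89 for acute phase proteins, −0.58 for MHC class II genes, −0.52 for macrophage markers, −0.58 for monocyte markers, −2.07 for B and plasma cell markers, −0.39 for stellate cells and matrix, −0.36 for endothelial markers, −0.55 for cell cycle genes, 1.54 for male-biased liver genes and 0.38 for sex-linked genes. In Pep_A6 against PBS livers they were 1.77 for cholesterol synthesis, −0.32 for bile acid synthesis and transport, −0.57 for xenobiotic metabolism, 1.05 for acute phase proteins, 1.05 for B and plasma cell markers, −0.43 for stellate cells and matrix, −0.85 for endothelial markers, −0.30 for hepatocyte markers, −0.64 for periportal hepatocyte markers, 0.52 for cell cycle genes and −1.16 for female-biased liver genes. Some of these calls were also lost under another setting or without 1 library. In PBS against Chow livers these were the mitochondrially encoded proteins, the endothelial and monocyte markers and the sex-linked genes. In Pep_A6 against PBS livers they were bile acid synthesis and transport, xenobiotic metabolism, the acute phase proteins (adjusted p = 0.083 and 0.213 without the first and the second Pep_A6 library), the B and plasma cell, hepatocyte and periportal hepatocyte markers, and the female-biased liver genes (adjusted p = 0.082 without the third).

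Among 164 groups of 5 values, 28 held a library far from the others by Dixon's criterion, where chance gives about 1 in 20 groups, or 8.20. That number holds for independent values with a normal spread. The FPKM were not put on a log scale and many of these genes vary together, so the excess alone does not show deviating libraries. The third Chow library had 10 of these, 7 of them in PPARα target genes: an FPKM of 13.0 for *Acot4*, 3.75 for *Cfd*, 5.93 for *Acot3*, 17.2 for *Acot1*, 0.69 for *Fgf21*, 7.78 for *Acot2*, 28.4 for *Mup18*, 200.4 for *Retsat*, 18.0 for *Cyp4a31* and 1.53 for *Chrna2*. The fourth PBS library had 6: 643 for *Plin2*, 15.7 for *Slc27a1*, 124 for *Acot2*, 1882 for *Ehhadh*, 50.1 for *Cyp4a31* and 13.2 for *Chrna2*. The first PBS library had 5: 18697 genes with reads, and an FPKM of 3.45 for *Prtn3*, 2.54 for *Csf3r*, 2.03 for *Ighg1* and 15.2 for *Orm3*. In the fourth Chow library *Mt2* stood at 80.6, *S100a8* at 137.7, *S100a9* at 211.5 and *Lyve1* at 12.3. The others were *Fdps* in the first Chow library (4.88), *Camp* in the fifth PBS library (0.177) and *Lum* in the third PBS library (5.38).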

How the results depend on the processing

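Scaling by total reads and the correction for GC content and length were chosen after seeing the data, and all other settings before. What the GC and length correction would show for the share of higher genes and for the PPARα targets was written down before it was run. No result that passed changed direction. The log2 fold changes of *Gk*, *Plin2*, *Slc27a1* and *Acot4* in Pep_A6 against Chow livers, which did not pass, crossed 0 under some settings. The cause of each shift was not tested. Genes higher in PBS than in Chow livers numbered 551 at a pseudocount of 0.1, 203 at 1 and 596 with voom, and genes lower numbered 568 with voom. Pep_A6 and Chow differed in 1142 genes at a pseudocount of 1. In Pep_A6 against PBS livers, 623 genes were lower with voom and 659 higher after the correction for GC content and length. At the adjusted p alone the counts were 1877 and 1528 (PBS against Chow), 2126 and 1798 (Pep_A6 against PBS) and 5706 (Pep_A6 against Chow). The 77 genes higher and then lower became 48 with no filter, 46 with the replicate block, 136 with array weights, 518 at the adjusted p alone and 51 with total reads. The 149 lower and then higher became 81, 78, 242, 440, 231 with voom and 96 with the GC and length correction. Of the 77, 48, 43, 71 and 51 were kept with no filter, the block, array weights and total reads. Scaling by total reads moved the median of all genes by −0.15 in PBS against Chow and by 0.11 in Pep_A6 against PBS.

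*Plin2* in Pep_A6 against PBS livers was −1.30 with no filter (adjusted p = 0.0888) and −1.13 with the block (0.0524). Against Chow it was −0.082 with the block and −0.0011 with the GC and length correction, *Gk* −0.0034 and *Acsl1* −1.02 (0.0093) with array weights. With an estimated correlation the lists that passed were 0 and 0.

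With 1 library left out, the overlaps ran from 41 to 105 and from 89 to 195, both lowest without the second and highest without the third Pep_A6 library. *Plin2* in Pep_A6 against PBS ran from −1.473 to −0.999. Against Chow, Pep_A6 values ran from −0.76 to −0.55 for *Fitm2*, −0.034 to 0.15 for *Gk*, −0.035 to 0.20 for *Plin2*, −1.06 to −0.25 for *Acsl1*, −0.30 to 0.13 for *Slc27a1* and −0.57 to 0.054 for *Acot4*.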

Differences from the paper's values

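The thresholds printed in Figure 6a, an adjusted p under 0.05 and an absolute log2 fold change above 1, were used here. The methods and the legend of the paper state the adjusted p alone. The paper counts 858 genes higher in PBS than in Chow livers, and the count here was 328. Of the alternatives set before the data were examined, voom on the recovered reads (596) came within 1.5 times of the paper's value, and none of the others did. For genes lower in PBS than in Chow the paper gives 784 and the count here was 358. Voom (568) and a pseudocount of 0.1 (527) came within that range, and none of the others did.

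The paper counts 1859 genes higher in Pep_A6 than in PBS livers, and the count here was 1023. Voom (1427), a pseudocount of 0.1 (1294) and the adjusted p alone (2126) came within 1.5 times, and the others did not. For genes lower in Pep_A6 than in PBS the paper gives 878 and the count here was 415. Voom (623) came within that range, and none of the others did.

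For the genes higher in PBS than in Chow and lower in Pep_A6 than in PBS the paper gives 129, and the count here was 77. Voom (105), a pseudocount of 0.1 (95), array weights (136) and leaving out the third Pep_A6 library (105) came within 1.5 times. The other alternatives did not: no filter (48), an FPKM of at least 1 (78), FPKM without further scaling (77), quantile normalization (83), all libraries in 1 fit (85), the replicate block (46), a pseudocount of 1 (59), the adjusted p alone (518) and each other library left out (41 to 83).

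The directions of the 6 genes of the heatmap were the same here as in the paper in both comparisons.

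The paper states from qPCR that *Acsl1* was lower in Pep_A6 than in Chow livers. In the libraries its log2 fold change was −0.59 (limma adjusted p = 0.222). It passed with array weights (−1.02, adjusted p = 0.0093) and without the third Pep_A6 library (−1.06, adjusted p = 0.017), and with none of the other alternatives.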

Other observations

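The tests of a fasted state and of the clock genes were chosen after the results were seen. Those of other splits of the libraries, and of depth and single libraries for the share of higher genes, were written before. The correction for GC content and length was chosen after seeing the data, and what it would show was written down before it was run.

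Against Chow livers, 13 of 14 endothelial markers and 19 of 24 stellate cell and matrix genes fell in Pep_A6 livers (13 and 19 adjusted over the list alone, limma, camera adjusted p = 1.1e-06 for each, adjusted p = 0.981 with an estimated correlation). *Lyve1*, a receptor of the liver sinusoids, had a mean FPKM of 6.77 ± 3.11 (SD) in 5 Chow, 2.88 ± 0.94 in 5 PBS and 0.66 ± 0.28 in 3 Pep_A6 livers. *Eng*, a co-receptor for TGF-β on endothelial cells, had 28.0 ± 3.39, 21.0 ± 5.51 and 8.77 ± 2.21, and *Col1a1*, a chain of type I collagen, 3.41 ± 0.94, 2.54 ± 0.60 and 0.85 ± 0.26. *Reln*, made by stellate cells, fell in Pep_A6 against PBS livers by 1.19 ± 0.22 on the log2 scale (± SE and adjusted p = 0.0073). The fall of the endothelial markers in PBS against Chow livers (adjusted p = 0.0442, and adjusted p = 0.677 with an estimated correlation) did not pass without PBS library 4 (0.406) or 5 (0.104), or Chow library 3 or 4 (0.080 and 0.086).

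Antibody chains rose in Pep_A6 against PBS livers: *Ighg1* by 3.78 ± 0.42 and *Ighg2b* by 2.46 ± 0.41 on the log2 scale (limma adjusted p = 0.0013 and 0.0047), and 5 of 12 B and plasma cell markers rose (5 adjusted over the list alone, camera adjusted p = 0.018 and adjusted p = 0.347 with an estimated correlation, and 0.065 with all libraries in 1 fit). Of 16 cell cycle genes 7 rose (7 adjusted over the list alone, camera adjusted p = 0.0020 and adjusted p = 0.491 with an estimated correlation), with *Ccnb2*, a mitotic cyclin, at an FPKM of 0.29 ± 0.15 in PBS and 1.22 ± 0.12 in Pep_A6 livers. *Col6a6*, the source of the peptide, was below the filter, with a mean FPKM of 0.088 in Chow, 0.204 in PBS and 0.279 in Pep_A6 livers.

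*Gapdh*, the reference gene of the qPCR in the paper, had a mean FPKM of 0.68 ± 0.24 in Chow, 1.48 ± 0.34 in PBS and 7.21 ± 3.91 in Pep_A6 livers, and was higher in Pep_A6 than in PBS by 1.81 ± 0.36 on the log2 scale (limma adjusted p = 0.0092, but 0.059 with the replicate block). These are low values for the liver, and reads that also match the pseudogenes of *Gapdh* were not examined here. *Apoe*, whose gene is disrupted in these mice, had a mean FPKM of 208 ± 18.7 in Chow, 212 ± 105 in PBS and 257 ± 60.7 in Pep_A6 livers, and did not pass in any of the 3 comparisons (adjusted p = 0.781, 0.488 and 0.181). Values per gene do not show whether these reads come from an intact transcript.

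Among the genes that differed between Pep_A6 and PBS livers, 71.1% were higher in Pep_A6. The shift follows gene length: of the 2808 shortest genes 480 were higher and 42 lower, and of the 2806 longest 53 and 90. After a correction for GC content and length the share was 55.5%, so a bias by GC content and length together may account for most of the excess of higher genes. A single deviating library is argued against, at 66.9% without the third Pep_A6 library, and so is the depth, at 72.6% with each library thinned to 12429932 reads. Long noncoding genes took 0.620, 0.621 and 0.951% of the reads in the Pep_A6 libraries, and 0.296 to 0.432% in the Chow and PBS libraries. RNA quality values per library were not used here, and differences in RNA quality between the groups stay open.

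Genes of the fasting list outside the PPARα targets had a median log2 fold change of 0.31 in PBS against Chow (interval over genes −0.07 to 0.92) and −0.31 in Pep_A6 against PBS livers (interval −1.25 to −0.05). The whole list, which shares genes with those targets, had medians of 0.48 and −0.58 (camera adjusted p = 0.011 and 0.0075, and 0.372 and 0.309 with an estimated correlation). A fasted state of the PBS livers thus cannot be told apart from an effect of diet and vaccine. In PBS against Chow livers, 5 clock genes that peak with *Arntl* had a mean shift of 0.85 ± 0.16 (SE) on the log2 scale and 7 that peak with *Dbp* one of −0.55 ± 0.09. *Dbp* itself fell by 2.41 ± 0.19 (limma adjusted p = 0.00013), while *Hlf*, another of the 7, rose by 0.52 ± 0.07 (adjusted p = 0.0012). The shifts turned in Pep_A6 against PBS livers, to −0.60 ± 0.28 for the genes that peak with *Arntl* and 0.41 ± 0.10 for those that peak with *Dbp*. *Clock*, of the first set, had a log2 fold change of −0.99 ± 0.23 (adjusted p = 0.014). *Hlf* again moved against its set, at −0.67 ± 0.13 (adjusted p = 0.0088). A different time of day at collection of the PBS livers, or a changed feeding rhythm, may account for the shifts of the sets. Such a difference would then be part of both comparisons, although *Hlf* moved against its set in both. The paper states free access to food and a cycle of light and dark, but not the time of collection or whether food was withdrawn before it.

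Among splits of the same libraries, only the real one gave as many differing genes in each comparison. The counts were 686 between PBS and Chow (highest other split 23, 1 of 100 splits as large, the real one included), 1438 between Pep_A6 and PBS (highest other 30, 1 of 56) and 1722 between Pep_A6 and Chow (highest other 1, 1 of 56). Other splits mix the real groups, which can lower their counts, so chance is unlikely but not excluded. For the 77 genes the highest other split gave 1 and for the 149 genes 0 (1 of 100 splits as large for each), but such splits remove both differences, and so do not show what the shared PBS libraries alone give. For the number of lists that passed with the preset correlation chance cannot be excluded: 21 in PBS against Chow (highest other 25, 16 of 100) and 18 in Pep_A6 against PBS (highest other 24, 12 of 56).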
